# Phenotypic and microRNA transcriptomic profiling of the MDA-MB-231 spheroid-enriched CSCs with comparison of MCF-7 microRNA profiling dataset

**DOI:** 10.7717/peerj.3551

**Published:** 2017-07-13

**Authors:** Lily Boo, Wan Yong Ho, Norlaily Mohd Ali, Swee Keong Yeap, Huynh Ky, Kok Gan Chan, Wai Fong Yin, Dilan Amila Satharasinghe, Woan Charn Liew, Sheau Wei Tan, Soon Keng Cheong, Han Kiat Ong

**Keywords:** Breast cancer, Cancer stem cells, MDA-MB-231, Next generation sequencing, Triple-negative breast cancer cells, MicroRNA, Spheroid culture

## Abstract

Breast cancer spheroids have been widely used as *in vitro* models of cancer stem cells (CSCs), yet little is known about their phenotypic characteristics and microRNAs (miRNAs) expression profiles. The objectives of this research were to evaluate the phenotypic characteristics of MDA-MB-231 spheroid-enriched cells for their CSCs properties and also to determine their miRNAs expression profile. Similar to our previously published MCF-7 spheroid, MDA-MB-231 spheroid also showed typical CSCs characteristics namely self-renewability, expression of putative CSCs-related surface markers and enhancement of drug resistance. From the miRNA profile, miR-15b, miR-34a, miR-148a, miR-628 and miR-196b were shown to be involved in CSCs-associated signalling pathways in both models of spheroids, which highlights the involvement of these miRNAs in maintaining the CSCs features. In addition, unique clusters of miRNAs namely miR-205, miR-181a and miR-204 were found in basal-like spheroid whereas miR-125, miR-760, miR-30c and miR-136 were identified in luminal-like spheroid. Our results highlight the roles of miRNAs as well as novel perspectives of the relevant pathways underlying spheroid-enriched CSCs in breast cancer.

## Introduction

There has been a substantial amount of evidence indicating that tumours contain a group of self-renewing cancer cells known as cancer stem cells (CSCs) which are responsible for tumour initiation, progression, and metastasis (Chen, Huang & Chen, 2013). Cancer therapies are clinically focused on eradicating the overall cancer cell population, rather than the CSCs population, which often resulted in high recurrence as CSCs have shown to be highly resistant to chemotherapy. Therefore, understanding the underlying biology and molecular mechanisms of CSCs would be of paramount importance in revolutionizing cancer therapies.

Over the past years, the challenge in CSCs research is isolating a pure population of CSCs as compelling evidences have shown that CSCs were estimated to be only 0.001–0.1% (Visvader & Lindeman, 2008) of isolated tissues, suggesting the heterogeneous complexity of the tumours. Although numerous methods have been proposed in order to isolate and expand the cells to the sufficient amount feasible for research use, these methods comes with their own challenges. The most common approach would be cell sorting using flow cytometry technology based on cell surface markers specifically targeting the CSCs populations from the rest of the non-CSCs populations (Duan et al., 2013). Nevertheless, identification of CSCs based on surface markers is difficult as there is not a single marker which would be sensitive and specific enough to define the actual CSCs populations. The use of ALDEFLOUR assay, a stem cell marker based on enzymatic activity of ALDH1 was proposed to be the next reliable tool to isolate CSCs from tumour(Croker et al., 2009). Nonetheless, this approach is not recommended as a standalone assay as it requires other marker combinations to further separate the CSCs populations from the tumour. Taken together, more useful and effective assays are needed to culture CSCs population subtypes.

Previous studies have demonstrated the successful application of spheroid formation technique in isolating, enriching, and expanding putative CSCs subset from a range of cancer cell lines and cancer tissues which provided a potential model towards the development of targeted therapies to study CSCs *in vitro* (Cao et al., 2011; Fang et al., 2005). The CSCs population enriched in serum-free culture condition favoured their expansion while the rest of non-CSCs population undergo anoikis. The significance of enriching CSCs in multicellular spheroids has been supported by a pre-clinical study that indicated such spheroid-enriched cells as a feasible CSCs model to elucidate the chemoprevention properties of sulforaphane in breast cancer treatment (Li et al., 2010). In breast cancer research, this technique appeared to be more reliable and useful tool to select and expand CSCs populations in manner sufficient for its use in functional studies. Additionally, the conventional two-dimensional (2D) monolayer cultures commonly used to maintain and expand cancer cells have often showed loss of tumour function (Kim, Stein & OH, 2004) whereas three-dimensional (3D) culture that recapitulates the *in vivo* solid tumour biology has been the more favourable culture choice of demonstrating the overall features of the cancer cells (Ho et al., 2012; Pickl & Ries, 2008). However, despite the numerous functional studies on the response of these spheroid models in drug resistance therapies, little is known about the underlying mechanisms of the breast cancer spheroid CSCs.

Breast cancer can be divided into a few subtypes with regards to their molecular characteristics in which luminal and basal type being the two most commonly studied. MCF-7 cells, a luminal type is non-metastatic whereas MDA-MB-231 cells, which lacks of the three breast receptors (ER, PR and HER2), are regarded as highly aggressive (Kao et al., 2009). Cell lines are commonly used to model breast cancer *in vivo* as they are easily accessible, reliable, and less problematic compared to the primary culture of tumours. Moreover, transcriptomic features of breast cancer cell lines were found to be similar to their respective tumours, suggesting the clinical usage of these cell lines in breast cancer research (Vincent, Findlay & Postovit, 2015).

MicroRNAs (miRNAs), a class of short noncoding RNAs that has been known as an important class of molecules regulating gene expressions (Stefanie, Eric & Caldas, 2008). The gene regulatory molecules are responsible for a wide range of diseases including oncogenesis and are therefore proposed to be promising biomarkers or act as therapeutic targets (Mishra, 2014). Consequently, miRNAs profiling has been carried out extensively to identify cancer-specific miRNAs signatures in various cancers (Murakami et al., 2014; Nygaard et al., 2009; Wyman et al., 2009). In our recent published work, we have identified the miRNAs of luminal MCF-7 spheroid-enriched CSCs, with some miRNAs which have not been previously associated with breast cancer (Boo et al., 2016). In this work, we first showed that the basal cell line, MDA-MB-231 formed spheroids and demonstrated different CSCs features compared to MCF-7 spheroids. MiRNA-NGS analysis on the MDA-MB-231 spheroids were also conducted and compared with the miRNA profiling against MCF-7 spheroids to investigate the roles of miRNAs in the spheroid-enriched CSCs models derived from these two breast cancer subtypes. Though MCF-7 and MDA-MB-231 belong to two distinct subtypes, they could be sharing some similar miRNAs cluster possibly linking to the molecular characteristics of spheroid CSCs. We then focused our attention on their gene annotations of the differentially expressed miRNAs-targets and pathways inferred using bioinformatics tools. Collectively, this study provides potentially new miRNAs markers to target breast CSCs via comparison of the miRNAs profiling of the two breast spheroid-enriched subtypes.

## Materials and Methods

### Cell culture, spheroid formation assay and SEM analysis of MDA-MB-231

The estrogen-independent human breast adenocarcinoma MDA-MB-231 was purchased from American Type Culture Collection (ATCC) (Catalog no. HTB-26). The cell line was maintained as monolayer at 37 °C under a 5% humidified CO_2_ atmosphere in Roswell Park Memorial Institute (RPMI)-1640 medium supplemented with 10% heat-inactivated fetal bovine serum. Spheroid cells were generated in a serum-free environment according to our published method (Boo et al., 2016). To analyse the surface ultrastructures of the generated spheroids, SEM analysis was performed following the standard sample preparation protocol but with additional centrifugation at each step to minimise sample loss. The specimens were then mounted, critically point dried and sputtered gold coated before viewed using a SEM (JSM-6400; JEOL, Tokyo, Japan).

### Secondary spheroids and single cell formation assay

The formed spheroids were then collected, pooled by centrifugation, and then enzymatically dissociated into single cells with Accutase (GIBCO, Gaithersburg, MD, USA). The resulted single cells were then sieved through a 40 µm strainer before seeded at 200 cells per well in96-well agar-coated dishes in 100 µL of serum-free growth medium. The sphere forming efficiency (SFE) was then evaluated based on the sphere formation rate over a course of 14 days. Self-renewal ability of the spheroids was also further tested by limiting dilution assay whereby single cells were plated into an ultra-low attachment 96-well plate (Corning, NY, USA). The process of the secondary spheroids formed from the single cell was recorded using a phase-contrast microscope.

### Expression of CSCs surface markers and ALDH activity

The expression of the surface markers CD44+/CD24− was measured using anti-human CD44 conjugated with FITC and anti-human CD24 conjugated with PE (Mitenyl Biotech, Bisley, Surrey, UK). A total of 1 × 10^6^ singlecells was collected by trypsinisation and filtered using a 70 µm membrane filter prior to specific antibodies staining in accordance to the standard protocol. To measure ALDH activity (Stem Cell Technologies, Vancouver, Canada), single cells were incubated with the activated Aldeflour reagent for 45 min at 37 °C. The expression of the CSCs surface markers and ALDH activity were acquired using a FACS Calibur (BD Biosciences, San Jose, CA, USA).

### Immunofluorescence characterization

To stain the monolayer, parental cells were trypsinised and grew as monolayer on a chamber slide. Spheroids, on the other hand, were washed and harvested by centrifugation. Both monolayer and spheroid cells were then fixed in cold paraformaldehyde for 5 min before incubated with monoclonal antibodies anti-human conjugated with fluorescent dyes. The antibodies used were CD24-PE, CD44-FITC, CD49f-FITC, Sox2-PE, Nanog-AF, and ALDH-FITC. Staining was performed by incubating the antibodies overnight at 4 °C. Before viewing and capturing the images, the samples were stained with a nuclear stain DAPI (GIBCO, Gaithersburg, MD, USA).

### MTT (3-[4, 5-dimethylthiazol-2-yl]-2, 5-diphenyltetrazolium) assay

To determine the drug resistancy of spheroid cells, cytotoxicity assay was in accordance to the previously published method on intact spheroids (3D condition) (Ho et al., 2012). Conversely, the MTT assay for monolayer cells and dissociated spheroids (2D condition) followed the standard cytotoxicity protocol (Mosmann, 1983). Three chemotherapeutic drugs (tamoxifen, cisplatin and doxorubicin) were serially diluted into different concentrations and the cytotoxicity was determined by the resulted absorbance values taken at 570 nm. To calculate the percentage of cell viability, the mean absorbance value of the treated cells was measured and compared with the control wells. The IC_50_ values for the spheroids and parental cells subjected to different drugs were then obtained from the dose–response graphs.

### Cell proliferation assay

Cell proliferation assay of the spheroid and parental cells was performed using alamar Blue Cell Viability Assay Reagent (Thermo Scientific, Waltham, MA, USA). Briefly, the cultures were incubated with 10% of alamar Blue reagent of the total volume of the medium in the well for 4 h. The assay was carried at specific time intervals for three weeks. The cell proliferation based on the value of absorbance at 570 nm and 600 nm was measured using a microplate reader. To calculate the rate of cell proliferation, the percentage difference in the reduction of alamar Blue reagent between the treated and control samples were determined (Rampersad, 2012).

### *In vitro* scratch assay

The wounds were initiated using a pipette tip scratched across the centre in a perpendicular manner of the well. The cells were allowed to grow for 24 h. The gap distance of the wound was then qualitatively captured using an inverted microscope (Nikon, Tokyo, Japan) at 6, 12 and 24 h post-wound. The mean percentage of cell migration rate to close up the wounds at different time points were then quantified using Image J software (Schneider et al., 2012).

### Invasion and migration assay

The invasion assay was carried out by starving the cells in serum-depleted medium a day before the assay. The next day, the cells were harvested, suspended into single-cell and placed onto the top chambers of transwell inserts (BD Biosciences, San Jose, CA, USA) coated with Matrigel. The inserts placed at the top of a 24-well were incubated in a serum-depleted medium whereas medium containing serum was placed at the bottom of the well. Detection of cell invasion was determined after 72 h by fixing and staining the inserts with 0.5% crystal violet solution. The dye was then later extracted using 30% acetic acid before the absorbance values at 590 nm was measured. To calculate the percentage of the invaded cells, the absorbance values of the samples divided by the absorbance of the control were determined. For migration assay, similar steps were performed but with the absence of Matrigel coating.

### MiRNAs extraction and quality check

Total RNAs including microRNAs were isolated from the three parental and three spheroids samples using a miRNeasy kit (Exiqon, Vedbæk, Denmark) following the manufacturer’s protocol. To ensure only good quality of RNAs were used, RNA concentration was measured using Qubit 2.0 Fluorometer (Invitrogen, Carlsbad, CA, USA) and RNA integrity was determined with Agilent 2100 Bioanalyzer (Applied Biosystems, Foster City, CA, USA). Only samples with concentration >600 ng/µL and intact RNA (RIN>8) were used to prepare the miRNA libraries.

### Next generation sequencing (NGS) of miRNAs

Approximately 3 µg of total RNA from the samples was taken into small RNA library preparation protocol using TruSeq Small RNA Sample Prep Kit (Illumina, San Diego, CA, USA) in accordance to the manufacturer’s protocol. Briefly, the miRNA molecules from different samples were ligated to 5′  and 3′  adaptors sequentially prior to be reverse-transcribed to cDNA followed by PCR amplification. Index sequences made of six-base combinations were then incorporated into the PCR products before they were pooled and run on a 6% PAGE gel. The final libraries resulted from the gel purification were then validated using Bioanalyzer HS-DNA chips before they were normalised to a final concentration of 2 nM and sequenced in the Illumina’s HiSeq Run.

### Small RNA bioinformatics analysis

Analysis of the raw NGS data included the trimming, filtering, and cleaning up the contaminated reads was performed using CLC Genomics Workbench 7.0. The sequences with shorter read length of 17 and more than 27 were removed. The normalised trimmed read lengths were aligned to the Ensembl human database (Homo sapiens GRCh 37.57) and known miRNAs database (miRBase-19) using the Illumina 1.8 pipeline. The processed miRNAs data was then visually assessed using quality control plots. The differential profiling of genome-wide miRNAs between the spheroid and parental was then compared using Kal’s *Z*-test and the resulting *p*-values were background corrected using Benjamini–Hochberg method. The statistically significant differentially expressed miRNAs (FC >  2, *P* < 0.05) of the spheroid cells in relative to parental cells were then generated.

### Comparison of miRNAs profiling between MDA-MB-231 and MCF-7 spheroid-enriched CSCs

Next, the miRNAs transcriptome profiles obtained in this study was used to compare to the previously published work on miRNAs transcriptome profiling on MCF-7 spheroid enriched CSCs (GSE68246). The purpose of the comparison is to identify the potential miRNAs that could be found in spheroid-enriched CSCs cells of different breast cancer cell subtypes and to possibly elucidate the mechanisms attributed to the two spheroid models. A Venn diagram was constructed to analyse the differentially or the commonly expressed miRNAs between the two cell types. In order to elucidate the functional roles of the miRNAs, the online Database for Annotation, Visualization, and Integrated Discovery (DAVID) program (http://david.abcc.ncifcrf.gov/tools.jsp) (Huang, Sherman & Lempicki, 2008; Huang, Sherman & Lempicki, 2009) was used for functional annotations and enriched pathways using the KEGG. For each GO annotation, a *p*-value is calculated and sorted based on their *p*-values. To identify the most specific GO annotation for the groups of analysed genes, the *p*-values were ranked and the lowest *p*-values indicate the most significant term. Identification of the GO of the commonly deregulated miRNAs and those uniquely expressed miRNAs between the two spheroid cells was performed.

### Interaction networks between miRNAs-target genes and the functional analysis of target genes

MicroRNA is known to targets more than one gene, and one gene is known to be targeted by more than one miRNA. To visualise the complex underlying networks between the miRNA and their target genes, three prediction programs, namely, miRTarBase_hsa_r4.4 (http://mirtarbase.mbc.nctu.edu.tw/), TargetScan Homo sapiens version 6.2 (http://www.targetscan.org/), and MicroCosm v5 Homo sapiens (http://www.ebi.ac.uk/enright-srv/microcosm/htdocs/targets/v5/) available in Cytoscape V3.3, (http://www.cytoscape.org/) were used. Enrichment analysis of the predicted miRNAs targets were then performed using web-based tool DAVID as mentioned in the previous section. *P*-values <0.05 were considered to be statistically significant for the functional analysis.

### qRT-PCR

To validate the NGS data, SYBR green qRT-PCR was performed using Exiqon SYBR green master mix. In brief, 100 ng of total RNA with retention of miRNAs was polyadenylated at their 3′  ends and reverse-transcribed into cDNA. The PCR amplification was then carried out following standard protocol. Primer sequences for qRT-PCR are listed in Data S6. Quantitative PCR was carried out using CFX96 Real-time PCR Detection System (Bio-Rad Laboratories, Hercules, CA, USA). Normalization was done using the average values of miR-200a and miR-19 as the endogenous controls evaluated using geNORM algorithms.

### Reversal of spheroid culture

The generated spheroids were subjected to monolayer culture to induce the growth of reversal spheroid cells. Spheroids cells were transferred into a 6-well culture dish maintained in serum-supplemented growth medium, and were allowed to migrate out as monolayer cells. The characteristics of the reversal spheroid cells were determined using a phase-contrast microscope and the miRNAs levels were further validated using SYBR green qRT-PCR.

### Statistical analysis

Experiments were performed in three replicates unless otherwise stated. All statistical analyses were performed using independent sample one-way analysis of variance (ANOVA) and student independent *t*-test via SPSS V17 software. Data were considered statistically significant at a probability level of *P*-value <0.05.

## Results

### Generation of spheroid cells from MDA-MB-231 breast cancer cell line

MDA-MB-231 cells formed three-dimensional spheroids within 24–48 h in the serum-free and anchorage-independent culture system. In contrary, the parental remained as monolayer cells (Figs. 1A–1C). The spheroids were mostly homogenous in size after being cultured for 96 h. Cell count revealed a reduction of cell number on day 4 (initial number of cells: 5.00 × 10^4^ cells; spheroid day 4: 4.76 ± 0.08 × 10^4^). Ultrastructure images captured using Scanning Electron Microscope (SEM) at 140X magnification demonstrated that the spheroids were made up of cell aggregation (Fig. 1D). Higher magnification at 2,200× showed that the cells within the intact spheroid were held closely forming a spherical morphology and cell to cell junctions were visible surrounding the cells resulted in a relatively compact structure (Fig. 1E). Their self-renewability of the dissociated cells was measured by their spheroid ability to increase in size over a course of 14 days and the ability of the single cell to be clonally expanded (Fig. 2A). The resulted spheres were then harvested, dissociated into single cells, replated on the ultra-low plates and this process was repeated twice to assess the sphere-forming efficiency (SFE) of the spheroid cells (Fig. 2B). The capacity of the MDA-MB-231 spheroid cells to be serially passaged demonstrated the self-renewing ability of the cells which is a common property of cells enriched with CSCs properties.

**Figure 1:**
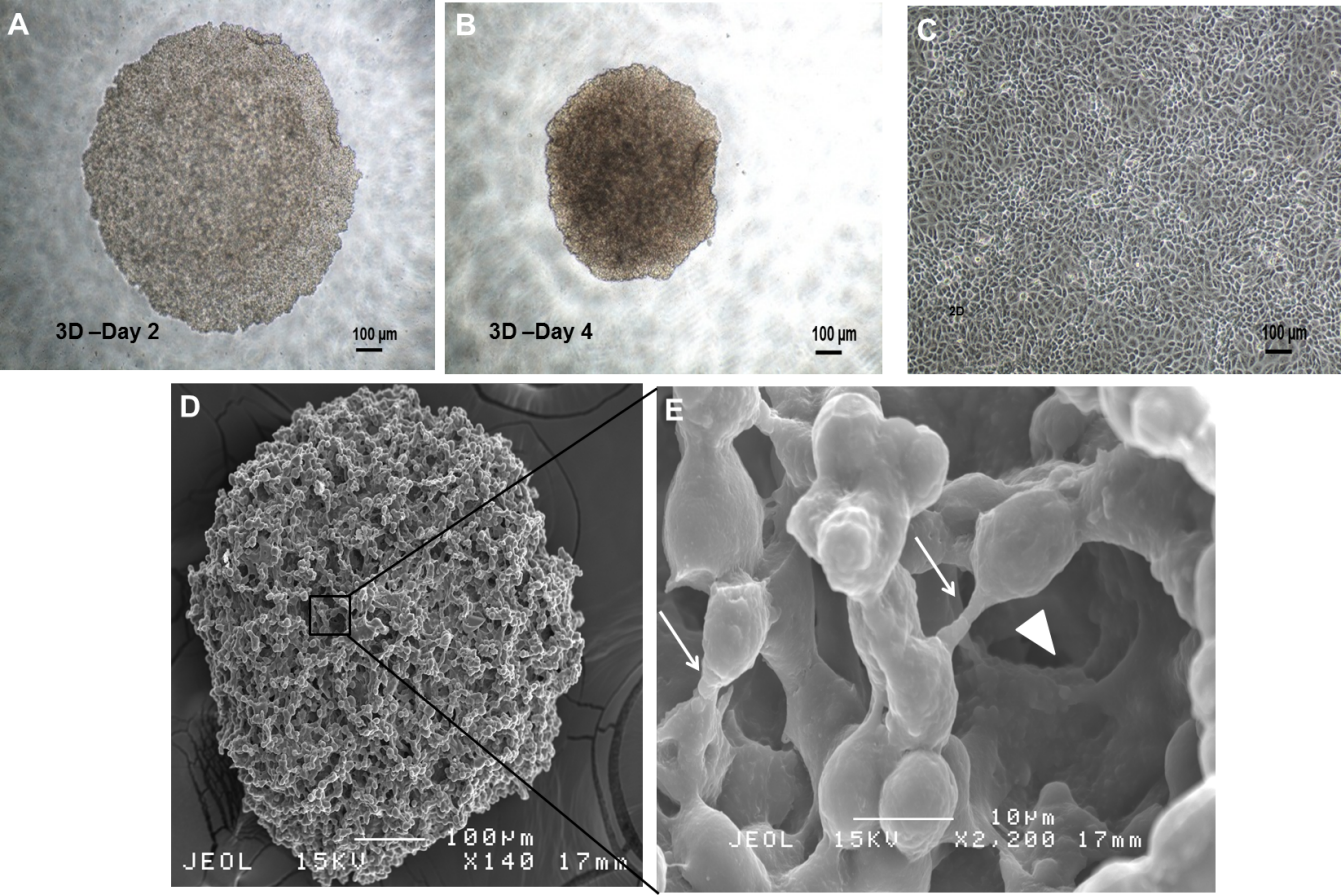
Spheroid and monolayer cells from estrogen-independent human breast adenocarcinoma cell line MDA-MB-231. (A, B) Spheroid cells organised themselves into a compact and rigid three-dimensional structure 96 h post-culture in serum-free environment (magnification: 4×, scale bar; 100 µm). (C) Parental cells cultured in two-dimensional monolayer condition displayed as spindle shaped cells and adherent in nature (magnification: 4×, scale bar; 100 µm). (D) Ultrastructure analysis of spheroid cell coincided with clumping of cells to one another, with preservation of the overall structure of the spheroidal architecture (magnification: 140×, scale bar; 100 µm). (E) Higher SEM magnification showed the presence of cell–cell junctions (arrows) within the spheroid that are responsible for maintaining strong cell–cell contact (magnification: 2,200×, scale bar; 10 µm). Micropores indicated by ‘arrowheads’ allowed the exchange of nutrients across the inner layer of the spheroid with their surroundings.

**Figure 2:**
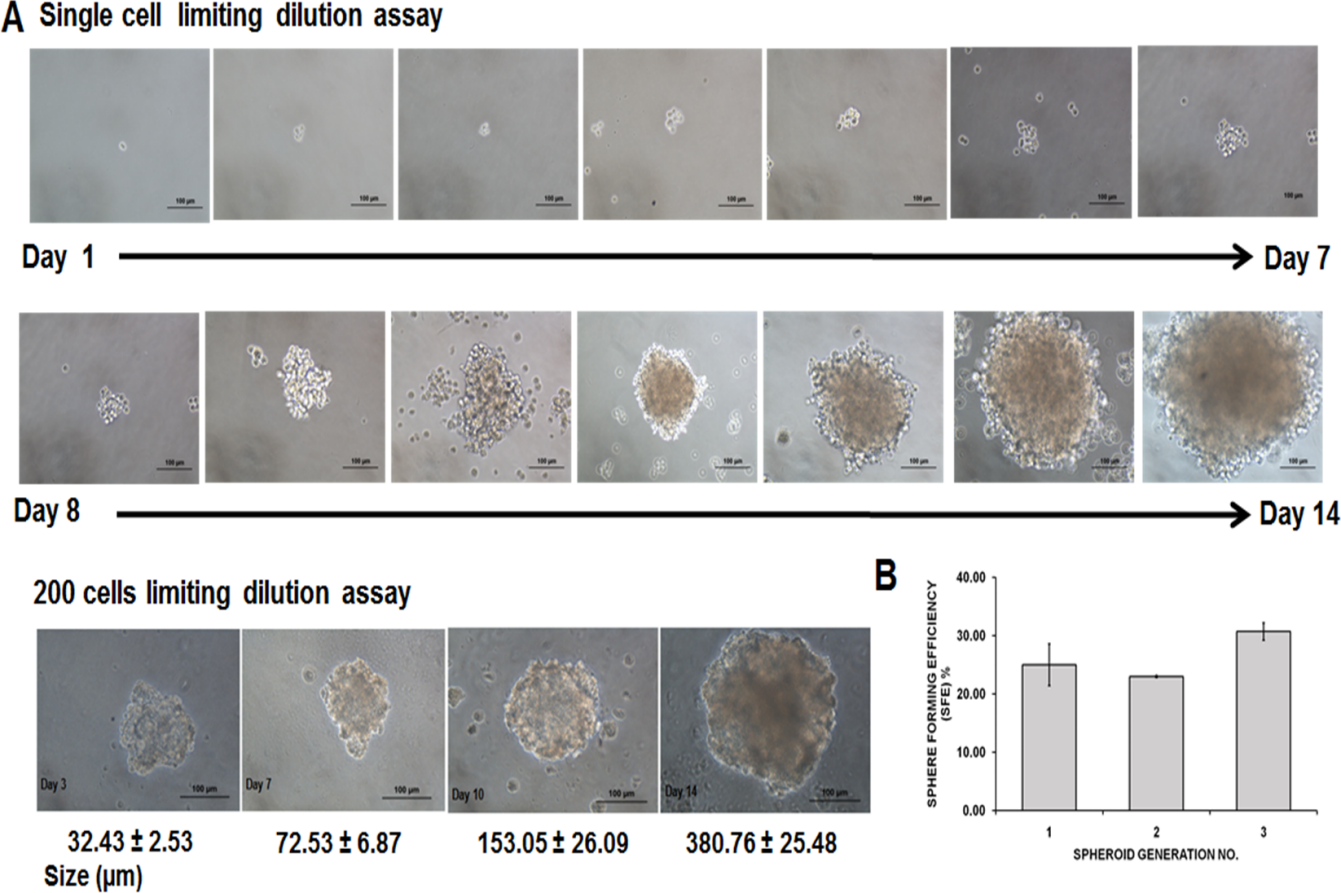
Secondary MDA-MB-231 spheroids formed using limited dilution techniques at single cell seeding and 200 cells/well. (A) Generation of secondary spheroids from a single cell acquired microscopically for 14 days (magnification: 20×, scale bar; 100 µm). Secondary spheroids showed increased size spheroids from day 3 to day 14 (magnification: 20×, scale bar; 100 µm). Size of the spheroids and images are representative of three biological replicates. (B) Sphere-forming assay of secondary spheroids of MDA-MB-231 cell lines. SFE was counted from first to third generation. Data are based on the mean percentages of the number of spheres formed within a culture relative to the initial cell seeding number (means ± SD, *n* = 3)

### Presence of subpopulations of cells CD44+/CD24−/low and ALDH+ in spheroid MDA-MB-231

Breast CSCs have been shown to express CD44+/CD24−/low phenotype (Ricardo et al., 2011). Increased expression of ALDH activity has also been linked with cells with CSCs-like properties (Ginestier et al., 2007). We found that the proportion of CD44+/CD24−/low cells were 2.5-fold significantly higher in the spheroid population (70.42 ± 2.22%) than its parental cells counterparts (27.28 ± 1.65%) (mean ± SD; *n* = 3) (Fig. 3A). Meanwhile, spheroid cells showed a higher ALDH activity (29.43 ± 1.07%) compared to the ALDH activity of the parental cells (1.64 ± 0.52%) (mean ± SD; *n* = 3) (Fig. 3B). The dot plots in Fig. 3C show the distribution of the cells expressing CD44+/CD24−/low and ALDH +ve. These results suggest that spheroid cells in serum-free condition were enriched with CD44+/CD24−/low subpopulation and ALDH +ve, showing another characteristic of CSCs.

**Figure 3:**
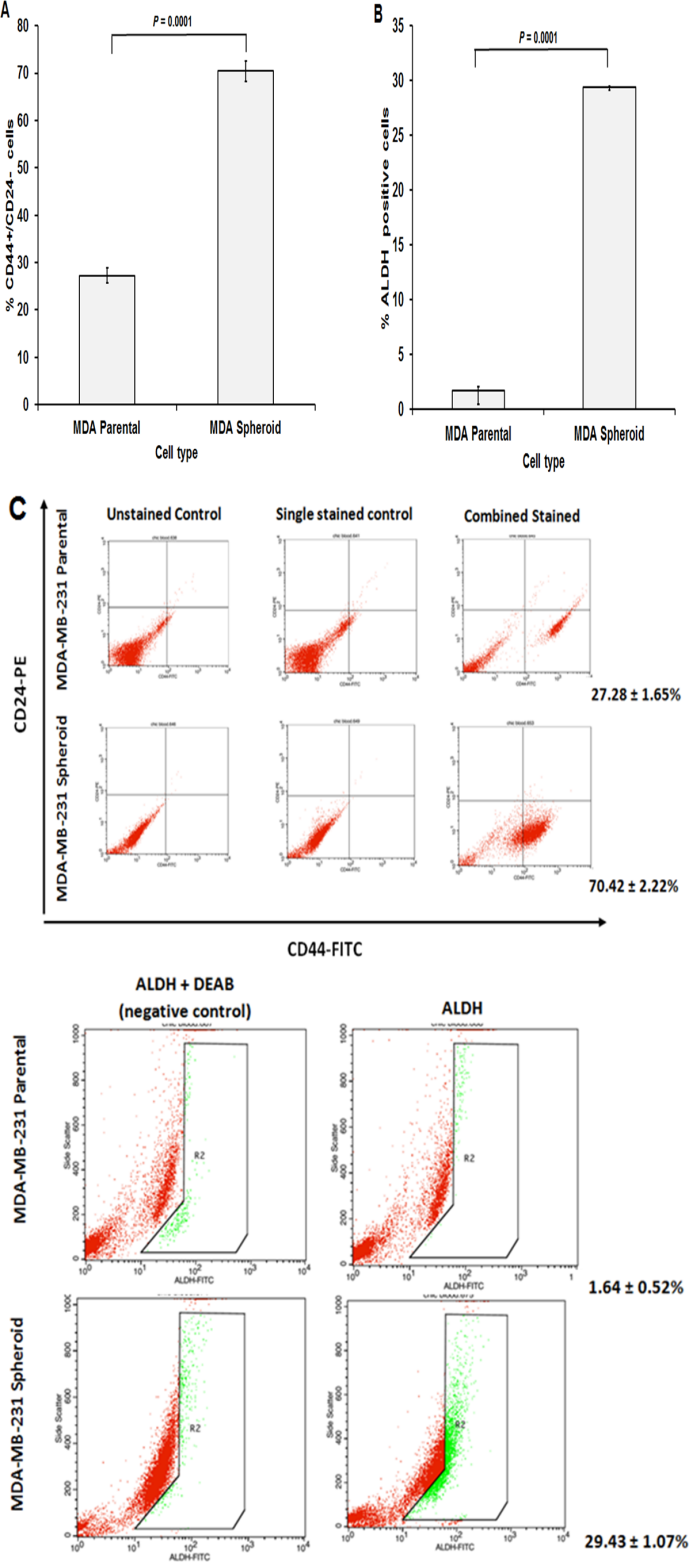
Cancer stem cells surface markers and ALDH activity of MDA-MB-231 spheroids assessed by flow cytometry analysis. (A) Spheroid cells exhibited a significantly higher percentage of CD44+/CD24− cells populations (70.42 ± 2.22%) compared to that of the parental cells (27.28 ± 1.65%). (B) ALDH activity also exhibited an increased in spheroid cells with 29.43 ± 1.07% compared to parental cells 1.64 ± 0.52%. (C) Representative flow cytometric dot plots were shown whereby R2 is the region of ALDH-positive cells.

### Spheroid MDA-MB-231 cells exhibit stem cell-like markers and ALDH activity

To investigate the stemness characteristics, the immunofluorescence staining were tested on the spheroids and their parental cells Data S1. It was found that the spheroid cells were positively stained with surface markers CD44 and CD49f and intracellular markers Sox 2 and Nanog with decreased or non-detectable expression in control cells. Additionally, a significantly higher ALDH activity, another marker for stem/progenitor cell was found in the spheroid cells compared to control. Besides, the expression of the stem cell-like markers was also observed in secondary spheroids, indicating the preservation of the stem cell features of the spheroid cells. Taken together, these data indicated that the generated spheroids possessed CSCs characteristics of which were not observed on the parental cells.

### Spheroid MDA-MB-231 cells are resistant to chemotherapeutics drugs

The CSCs characteristic of the MDA-MB-231 spheroids was further confirmed for the increased resistance to chemotherapeutics drugs. We compared the drug resistance between the spheroid cells in 3D and 2D culture conditions to the parental cells using MTT assay.

Overall, the MDA-MB-231 spheroid cultured in 3D or 2D conditions demonstrated higher resistance to the three tested drugs compared to the parental cells (Table 1). The drug inhibitory concentration (IC_50_) under 100 µg serially diluted drugs for 3D spheroids relative to parental cells were 3.67-fold, 11.24-fold, and 9.00-fold higher for tamoxifen, doxorubicin and cisplatin, respectively. Similarly, the spheroids dissociated cells (2D condition) were 3.63-fold, 16.87-fold, and 2.30-fold higher resistance to the same chemotherapeutics drugs in comparison to its parental counterpart. Increased drug resistance in spheroid cells could be attributed by the higher proportions of CSCs in the enriched cells compared to monolayer cells.

**Table 1:** Determination of the IC_50_values of different chemotherapeutic drugs (tamoxifen, doxorubicin, and cisplatin) on spheroid (3D and 2D conditions) and parental cells of MDA-MB-231. Serially diluted drugs were added to the cells and MTT assays were performed at 96 h. The 50% inhibition rates of the drugs against the cells were determined from the dose–response curves. Data are expressed as the means value of three experiments replicated with standard deviations (SD). Asterix indicates statistically significant values at *p* < 0.05. IC_50_ values of previously published study were also incorporated in the table.

		IC_50_(µM)		
		Tamoxifen	Doxorubicin	Cisplatin
Current study (basal-like derived cells)	MDA-MB-231 Parental	10.28 ± 0.27	0.719 ± 0.13	1.74 ± 0.38
	MDA-MB-231 Spheroid (3D)	37.72 ± 5.31^*^	8.083 ± 2.44^*^	15.67 ± 1.71^*^
	MDA-MB-231 Spheroid (2D)	37.34 ± 3.82^*^	12.13 ± 3.61^*^	4.00 ± 0.96^*^
Published study^a^ (luminal-like derived cells)	MCF-7 Parental	20.57 ± 2.25	1.00 ± 0.37	2.54 ± 0.44
	MCF-7 Spheroid (3D)	60.73 ± 7.39^*^	18.82 ± 3.05^*^	13.61 ± 3.54^*^
	MCF-7 Spheroid (2D)	47.62 ± 6.83^*^	13.25 ± 3.69^*^	13.68 ± 3.92^*^

**Notes.**

a Adapted from our related published work.

### Different cell behaviour in spheroid MDA-MB-231 cells

In cell proliferation assay, disaggregated spheroid cells showed a higher proliferation rate compared to the parental cells (Fig. 4A). This was further supported by the migration and wound healing assays where spheroid cells moved faster from the edge of the scratch to close up the wound (Fig. 4C). On the other hand, spheroid cells also demonstrated increase in cell invasion ability, as there were a higher cell number passing through the membrane filter (Figs. 4B and 4D) compared to the control. Spheroids are known to be enriched with CSCs subpopulations; therefore, different cell behaviour in terms of their cell proliferation, migration and invasion were noted in spheroid cells.

**Figure 4:**
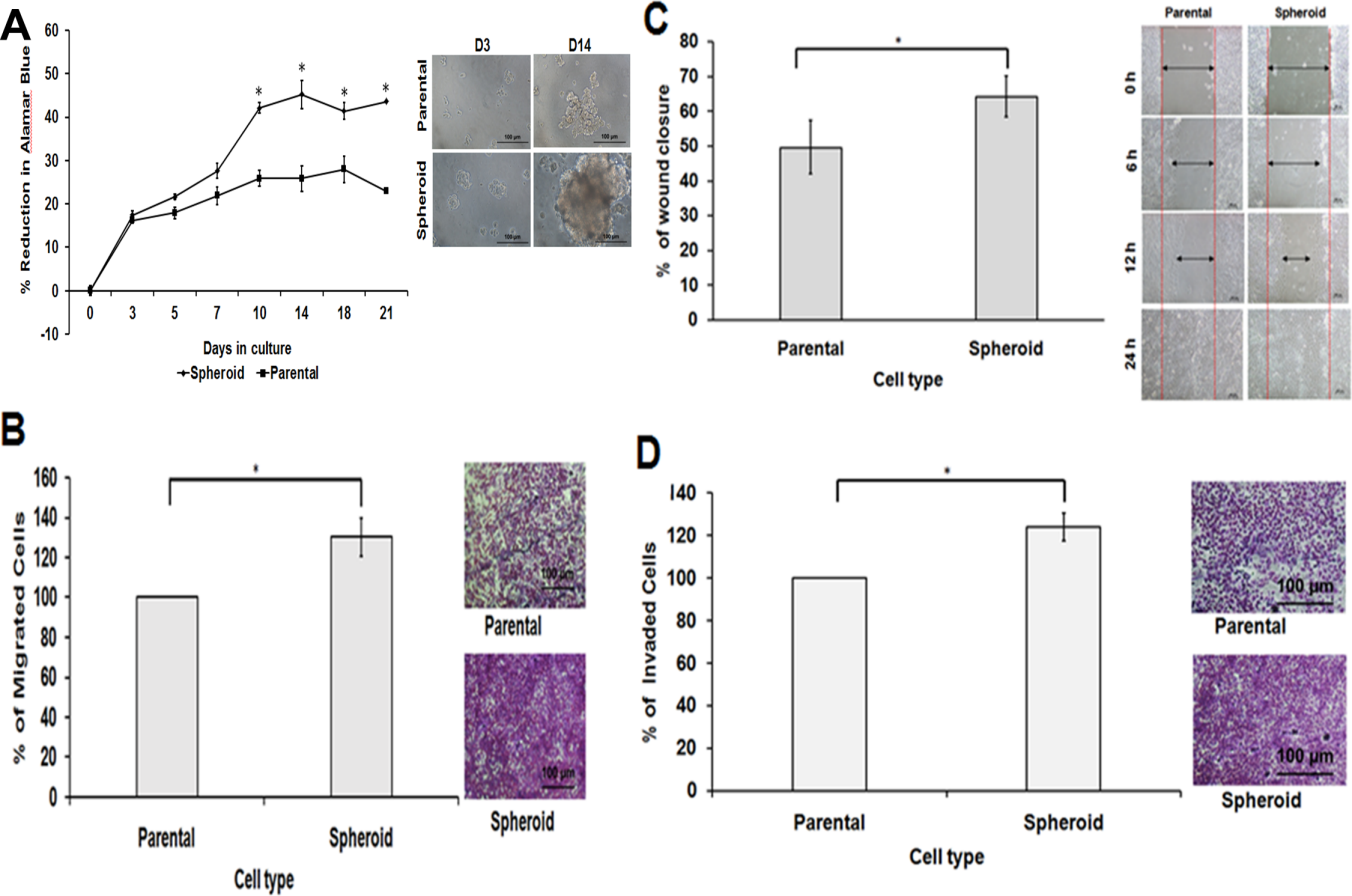
Spheroid cells demonstrated increased cell proliferation, migration, wound healing ability and invasion capacity relative to parental cells. (A) Comparison of cell proliferation ability of the spheroid cells monitored using Alamar Blue assay. Determined by the reduction of Alamar Blue, spheroid cells showed significantly higher cell proliferation than dissociated parental cells when cultured in the same seeding number and condition. (B, C and D) Bar charts show higher cell migration, wound healing and invasion abilities in spheroid cells compared to their parental controls. Cell migration and invasion assays were measured by extracting the resulted stained cells and the absorbance of the dye colours were quantified. On the other hand, in wound healing assay, a gap was created and the cells’ proliferative ability to close the gaps were measured and recorded. The wound healing process of the spheroid and parental cells were taken at 0, 6, 12 and 24 h post-wound initiation.

### MiRNAs sequencing analysis of MDA-MB-231 spheroids compared with parental cells

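Small RNA from MDA-MB-231 cells, a triple-negative breast cancer cell line, was sequenced as TruSeq small RNA libraries on an Illumina HiSeq from 3 samples of parental monolayer cells and 3 samples of spheroid cells. The paper's sample sheet lists 1292680, 9814513 and 10989485 reads for the parental samples and 8403201, 9045488 and 9068719 reads for the spheroid samples. The values given here come from 1 count table per condition, in which each mature miRNA sequence has a whole number of reads, variants in length and sequence included. The tables hold 539798 reads for parental cells and 1553014 reads for spheroid cells, 355 mature sequences had a read in both, 12 in the parental table alone and 69 in the spheroid table alone. The tables have no column per sample, so there is no replicate error, and the paper's text does not say whether the 3 samples of a condition were pooled before counting. In the sample descriptions, all 3 samples of a condition name the same count table, whereas the paper's sample sheet lists that table at replicate 1. Which samples each count table covers is therefore open. The authors trimmed the reads, removed those shorter than 17 or longer than 27 nucleotides with CLC Genomics Workbench 7.0, and annotated the rest with miRBase 19 and the noncoding RNA of Ensembl GRCh37 release 57. For the comparison, the reads of each miRNA were divided by the total of its table and given as reads per 1000000 (rpm), and the fold is spheroid over parental. As in the paper's methods, Kal's Z-test with Benjamini-Hochberg adjustment was applied, here to the 436 sequences with a read in either table. A miRNA was called higher or lower at an adjusted p under 0.05 and a fold over 2 in that direction. This test compares the reads of these 2 tables, not the conditions. Intervals are exact binomial 95% intervals (Clopper-Pearson) that treat reads as independent, and they are meant for counting error only. PCR reads without molecular identifiers are not independent molecules, so the intervals may be too narrow even for that error. For a miRNA with 0 reads in a table, the fold is a bound against a floor of 3 reads, which is 5.56 rpm in the parental and 1.93 rpm in the spheroid table. The bound leaves out the counting error of the other table. The paper's Data S3 gives total reads of 8435715 for parental and 10979357 for spheroid cells, whereas the values here use the totals of the tables.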

The miRNAs profiling were found to be significantly different in spheroid relative to parental cells. On average, a total of 22,096,678 and 26,517,408 reads were obtained for parental and spheroids, respectively with a quality score (Q30) of 93.3%. After trimming the 5′  and 3′  adaptor sequences, the remaining effective reads were mapped to the sequence data in the miRBase19 microRNA Sequence Database of which a total of 8,435,715 and 10,979,357 reads were obtained from parental and spheroids, respectively. 

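Mature sequences of 22 nucleotides, such as miR-21-5p, carried 58.0% of the miRNA reads in parental cells and 53.4% in spheroid cells. Those of 23 nucleotides, such as miR-10a-5p, carried 26.7% and 32.3%, respectively, and those of 21 nucleotides, such as miR-27b-3p, carried 13.6% and 12.2%. The mean length of the mature sequences, weighted by their reads, was 22.2 nucleotides in both tables. These lengths are those of the annotated mature sequences, since the tables do not give the length of each read.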

The average length of the detected sequences was 22 nucleotides (Data S2) for both parental and spheroids. Among these reads, 54,042 corresponding to 6,656,191 reads and 29,260 corresponding to 1,764,277 reads were matched to known miRNAs sequences in parental and spheroids, respectively. 

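Reads equal to the annotated mature sequence made up 34.9% of the parental and 32.7% of the spheroid reads in the count tables, and the others were variants in length or sequence. For miR-21-5p, the exact share was 17.3% (interval 17.0% to 17.5%) in parental and 21.5% (21.3% to 21.6%) in spheroid cells. The exact share of miR-10a-5p was 14.4% (14.1% to 14.7%) in parental and 16.6% (16.5% to 16.8%) in spheroid cells. In miR-181a-5p it went the other way: the exact share was lower by 9.93 percentage points in spheroid cells, at 47.1% (45.9% to 48.2%). Reads counted as unique to a mature sequence made up 84.0% of the parental and 84.1% of the spheroid reads. It is not stated whether reads shared by several stem-loops of the same mature sequence enter that count. The paper's Data S3 lists 5523369 parental and 1592753 spheroid reads on miRBase stem-loops, and the counts in the tables used here are 9.77% and 97.5% of these numbers, respectively.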

The trimmed reads revealed that there were an average of 39.6% and 40.5% of spheroids miRNAs that corresponded to the miRBase-19 (Homo sapiens) database. The remaining sequences were found to be matched to the non-coding database (Homo Sapiens GRCh 37.57) with 60.4% in parental and 59.5% in spheroid cells. The high throughput miRNA sequencing data can be accessed at the National Center for Biotechnology Information (NCBI) with the reference number GSE75396. The summary statistics of the miRNA libraries of spheroid and parental cells can be found in Data S3. 

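By all reads, both cell types were dominated by the same few miRNAs, and the order of the leading pair differed. miR-21-5p, a miRNA that is abundant in many tumours, took 20.2% (interval 20.1% to 20.3%) of the parental reads and 17.3% (17.3% to 17.4%) of the spheroid reads. miR-10a-5p, which is encoded in the HOXB cluster, took 12.1% (12.0% to 12.2%) of the parental and 17.9% (17.8% to 17.9%) of the spheroid reads and was the most abundant miRNA of the spheroid table. miR-10b-5p of the HOXD cluster took 8.38% and 8.26%, and miR-27b-3p took 6.47% and 5.71% of the parental and spheroid reads, respectively. The fifth place was held by let-7a-5p in parental cells, with 3.91% of the reads against 2.87% in spheroid cells, and by miR-26a-5p in spheroid cells, with 3.75% against 2.17% in parental cells. The 10 most abundant miRNAs together took 64.5% of the parental and 66.7% of the spheroid reads. In GRCh37, miR-10a-5p matches chromosome 17 from 46657266 to 46657288 in an intron of HOXB3, and miR-21-5p lies on chromosome 17 from 57918634 to 57918655 in an exon of VMP1. The mature sequence of miR-10b-5p lies on chromosome 2 from 177015057 to 177015079 in an intron of HOXD3. None of these miRNAs passed a fold of 2. Among reads equal to the mature sequence alone, the ranks were others: miR-22-3p led in parental cells (10.3%, and 10.1% in spheroid cells), miR-21-5p took 9.97% of the parental reads and led in spheroid cells with 11.3%, so that its difference between the tables turned, and miR-10a-5p took 4.98% and 9.06%.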

As shown in Data S4, the two groups were successfully segregated using the hierarchical cluster analysis and samples with similar patterns of expression of miRNAs studies were clustered together as indicated by the heatmap. Visualisation of the miRNAs expression dataset by principal component analysis (PCA) revealed a low level of inter-samples variations of the biological replicates of spheroids and parental. Volcano plot filtering was also performed to identify the significant levels of differentially expressed miRNAs between the two groups. A total of 69 significantly differentially expressed miRNAs with fold change >2 were found in the spheroid cells relative to the parental cells. Out of these 69 miRNAs, 33 were found to be up-regulated in spheroid cells whereas 36 were down-regulated (Data S5), suggesting there were distinct miRNAs profiling in spheroid relative to parental cells.

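Of 436 mature miRNA sequences tested, 21 were called higher and 39 lower in spheroid than in parental cells. The largest folds up among the called miRNAs with at least 100 reads over both tables were those of miR-181a-1-3p, miR-210-5p and miR-181b-5p, and the largest folds down were those of miR-7-5p, miR-33b-5p and miR-147b. The called miRNAs with at least 100 reads numbered 16 higher and 20 lower among 183 sequences. Of the called sequences, 6 had 1 to 3 reads in a table, among them miR-126-3p, miR-411-5p and miR-190b. The 21 higher miRNAs took 0.383% of the parental and 1.26% of the spheroid reads, and the 39 lower ones took 1.63% and 0.703%. The calls rest on counting error alone, because the tables hold no replicate values. When a biological coefficient of variation of 0.2 was assumed in edgeR's exact test, 13 higher and 8 lower miRNAs remained called. At 0.4 there were 0. The total reads of the paper's Data S3 gave 140 higher and 5 lower, by a shift of every fold alike. Those totals count a larger set of parental reads than the parental table, and miRBase reads are 65.5% of the parental but 14.5% of the spheroid total.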

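In spheroid cells, miRNAs of the miR-181 family, both arms of miR-210 and the miR-1260 pair were higher, whereas the miR-34 and miR-449 family was lower. Of 7 measured sequences of the miR-181 family, 4 were higher and none was lower, also when adjusted over the list alone (4 higher). Within the family, miR-181a-1-3p rose 7.48-fold (interval 5.22 to 11.1), miR-181b-5p rose 4.63-fold (3.51 to 6.22) and miR-181a-2-3p rose 3.44-fold (1.73 to 7.76). The median log2 fold of the family was 1.78, at percentile 99.98 of 10000 random lists of the same size and like expression, which describes these tables only. The lists were set when the folds of the paper's Data S5, from the same study, had been seen. List percentiles and calls adjusted over a list alone are therefore not independent evidence. Both measured arms of miR-210, which hypoxia induces, were higher (2 of 2, also when adjusted over the list alone). The fold was 6.37 (4.02 to 10.7) for miR-210-5p and 2.44 (2.21 to 2.70) for miR-210-3p. Of 16 measured sequences annotated on other noncoding RNA, such as transfer RNA and small nucleolar RNA, 2 were higher and none was lower (2 higher when adjusted over the list alone). These were miR-1260a with a fold of 3.52 (3.04 to 4.10) and miR-1260b with a fold of 2.74 (2.00 to 3.84), although they had at most 1 exact mature read per table. miR-125b-2-3p, whose gene is clustered with those of let-7c and miR-99a, rose 3.77-fold (2.48 to 5.98).

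Of 7 measured sequences of the miR-34 and miR-449 family, whose miR-34 members p53 induces, 4 were lower and none was higher (4 lower when adjusted over the list alone). The folds were 0.383 (0.279 to 0.528) for miR-449a, 0.348 (0.186 to 0.648) for miR-34a-3p and 0.139 (0.0318 to 0.482) for miR-34c-5p, the last from 10 and 4 reads. The median log2 fold of this family was -1.42, at percentile 0.81 of the random lists. This list too was set when the folds of Data S5 had been seen. miR-33b-5p, which is encoded in an intron of the sterol regulator gene SREBF1, fell to a fold of 0.264 (0.205 to 0.339). Other miRNAs that fell were miR-147b (0.354), miR-574-5p (0.361), miR-138-5p (0.372), miR-184 (0.384) and miR-1307-5p (0.405). With an assumed coefficient of variation of 0.2, the calls of miR-181a-2-3p, miR-449a, miR-34a-3p, miR-34c-5p, miR-147b and miR-184 were lost. With exact mature reads, miR-1260a, miR-1260b, miR-210-5p, miR-125b-2-3p and miR-181a-2-3p, which had at most 1 such read per table, were not called, and the calls of miR-33b-5p (fold 0.223, from 5 and 3 reads) and miR-574-5p (fold 0.450, from 14 and 17 reads) were lost. From its counts of higher and lower miRNAs, the paper proposes that spheroid and parental cells have distinct miRNA profiles. It also reports that hierarchical clustering separated the groups and that replicates varied little in a principal component analysis.

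**Figure D1:**
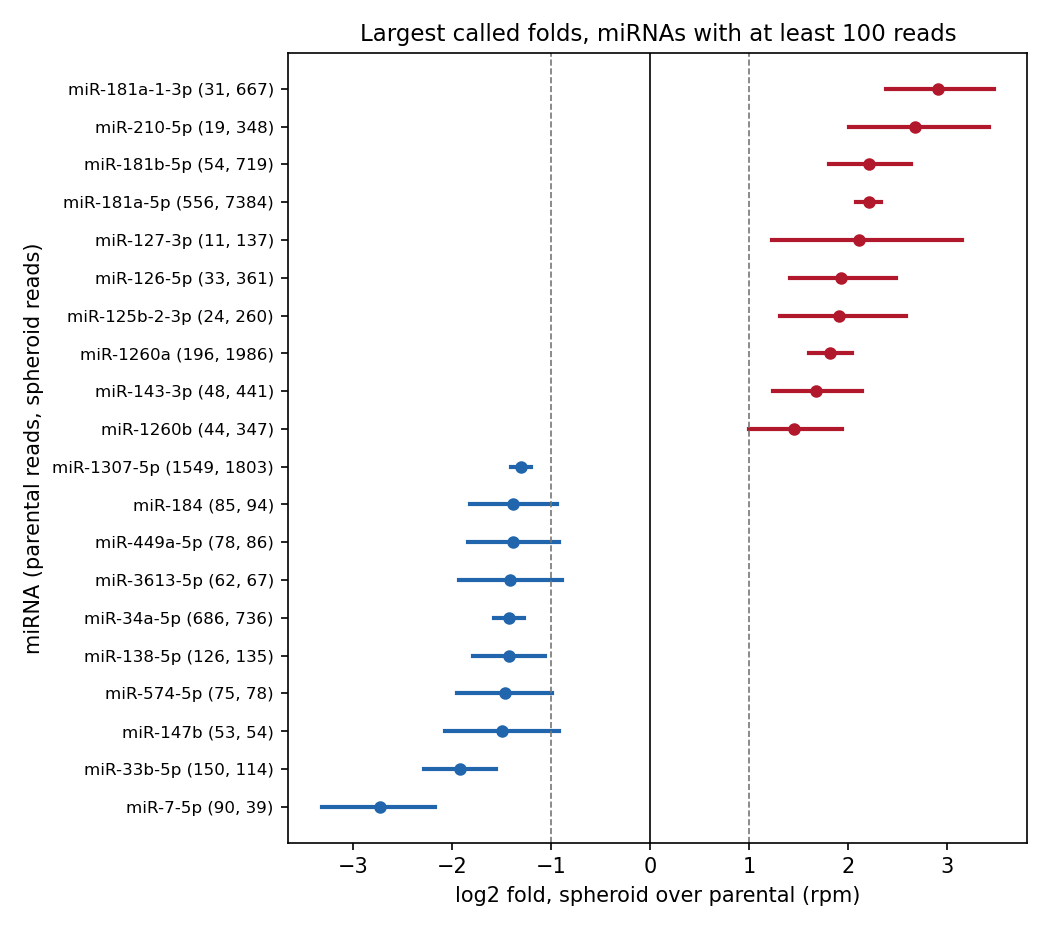
Log2 fold (spheroid over parental) of the 10 miRNAs with the largest called folds in each direction among those with at least 100 reads, with 95% counting intervals. Labels give parental and spheroid reads. miR-181a-1-3p stands at a fold of 7.48 and miR-33b-5p at 0.264.

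**Figure D2:**
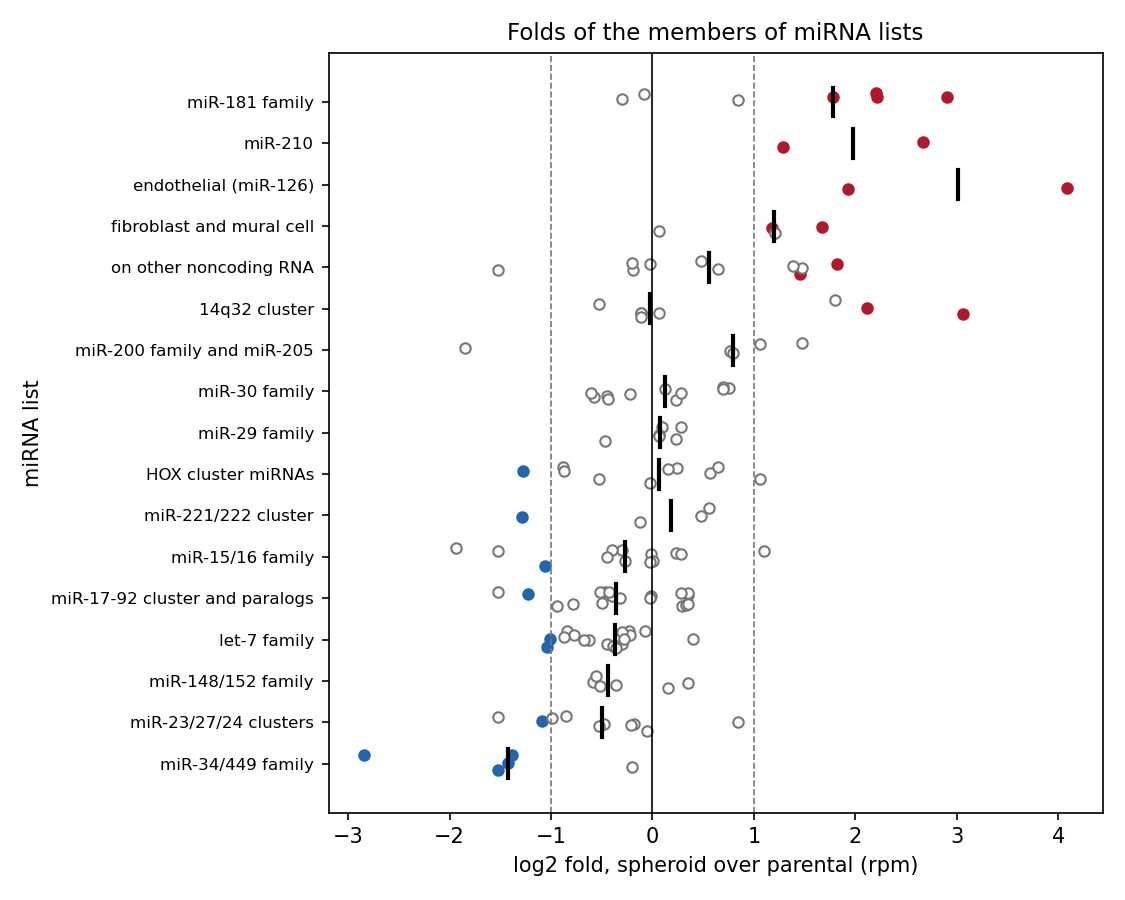
Log2 fold of each sequence in the miRNA lists (filled points were called) and the median of each list (bar). The miR-181 family has a median of 1.78 and the miR-34 and miR-449 family a median of -1.42.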

### Comparison of miRNAs profiling between spheroid-enriched CSCs of two breast cancer subtypes

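Fig. 5 names 19 miRNAs as deregulated in MDA-MB-231 spheroid alone, and each had reads in the MDA-MB-231 tables; MCF-7 spheroid cells were not analysed here. Of the 9 names listed as up-regulated, 5 had a sequence called higher, namely miR-181a, miR-181b, miR-210, miR-129 and miR-139, and none had one called lower. miR-139-5p rose from 2 to 32 reads, a fold of 5.56 (interval 1.42 to 47.9), and miR-129-5p rose 2.31-fold (1.51 to 3.67). Fig. 5 lists miR-129 as the stem-loop mir-129-2, whose own 3p arm was not called (fold 1.88), and the called 5p sequence is made from mir-129-1 too. The other 4 were not called. miR-342-3p had a fold of 1.36 (1.21 to 1.53), under the fold threshold although the adjusted p by Kal's Z-test was 1.25e-06. The value of miR-342 in Data S5 fits the 5p arm instead, which had 0 and 4 reads and gave no direction. miR-181c-5p had a fold of 1.80 (0.738 to 5.27), and miR-205-5p had few reads. miR-133a-3p, with 0 and 14 reads, had a fold of 1.62 against the floor of 3 reads, and its interval began at 1.15. Of the 10 names listed as down-regulated, 6 had a sequence called lower, namely miR-204, miR-33a, miR-34c, miR-24, miR-190b and miR-769. miR-33a-5p, which is encoded in an intron of the sterol regulator gene SREBF2, fell to a fold of 0.199 (0.128 to 0.304), and miR-24-3p fell to 0.472 (0.449 to 0.496). Fig. 5 lists miR-24 as mir-24-1, whose own sequence, with 7 reads in each table, was not called, and miR-24-3p is made from mir-24-2 too. The fold of miR-190b was 0.0579 (0.00126 to 0.477) from 6 and 1 reads, and that of miR-769-3p was 0.116 (0.0114 to 0.648) from 6 and 2 reads. The more abundant miR-769-5p, with 1160 and 2863 reads and a fold of 0.858, was not called. Not called were miR-1271-5p with a fold of 0.885 (0.687 to 1.15), miR-200a-3p with 5 and 4 reads, miR-503-5p with 4 reads in each table and miR-802 with 2 and 4 reads. The paper chose these names in the same study, so the counts are not independent evidence of their direction. miR-24-3p lost its call with TMM (fold 0.528) and median-of-ratios factors (0.543), miR-190b and miR-769-3p lost theirs with thinned spheroid reads (fold 0.167 for both), and with an assumed coefficient of variation of 0.2 the calls of miR-129, miR-139, miR-34c, miR-24, miR-190b and miR-769 were lost.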

As illustrated in Fig. 5, 102 deregulated miRNAs (15 up and 87 down) were found only in MCF-7 spheroid, while 46 deregulated miRNAs (20 up and 26 down) were exclusively found in MDA-MB-231 spheroid. 

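Among the 60 miRNAs called in MDA-MB-231 spheroid cells, 65% were lower than in parental cells. The lower miRNAs with the most parental reads were miR-24-3p with 2717 reads, miR-1307-5p with 1549 reads and miR-98-5p, a member of the let-7 family, with 1306 reads. The higher miRNAs with the most spheroid reads were miR-181a-5p, miR-423-5p with 3184 reads and miR-210-3p with 3039 reads. miR-98-5p had a fold of 0.496 (interval 0.462 to 0.533), and miR-423-5p had a fold of 2.10 (1.92 to 2.31). miR-98-5p belongs to a list fixed before the data were examined, but both are singled out here after their values were seen. The share of lower calls moved with the scale: 51.7% of the calls were lower with TMM factors, and 49.1% with median-of-ratios factors. Relative to the table totals, TMM factors moved every log2 fold by 0.16 and median-of-ratios factors by 0.20. miR-98-5p lost its call with TMM factors (fold 0.555), median-of-ratios factors and totals without the 5 most abundant miRNAs, and with an assumed coefficient of variation of 0.2, where 38.1% of the calls were lower, miR-98-5p, miR-24-3p and miR-423-5p were not called.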

Most of the deregulated miRNAs observed in both spheroid cells (87 miRNAs in MCF-7 spheroid while 26 in MDA-MB-231 spheroid) were all down-regulated, suggesting that most of the miRNAs in the spheroid-enriched breast cancer cells may be tumour suppressors. Besides, our results demonstrated that a complex network of the cluster of miRNAs and their predicted target genes were spheroid-breast cancer subtype specific. The miRNAs exclusively found in MCF-7 spheroid cells were evaluated for their target gene predictions. Gene annotations indicated that the target genes inferred from the group of deregulated miRNAs were associated with various biological characteristics like regulation of transcription factors, and signal transduction; molecular functions including protein binding and metal ion binding; and the gene products were primarily found in cell cytoplasm, membrane and nucleus (Fig. 6). The enriched pathways as revealed by Kyoto Encyclopaedia of Genes and Genomes (KEGG) analysis, includes JAK-STAT signalling pathway, calcium signalling and insulin signalling pathway. Meanwhile, the group of deregulated miRNAs found only in MDA-MB-231 spheroid targeted genes had the similar enriched Gene Ontology (GO) (Fig. 7). To our surprise, the enriched KEGG pathways were also found to be quite similar to those found in MCF-7 spheroid. This implied that although different cluster of miRNAs were expressed in MCF-7 and MDA-MB-231 exclusively in spheroid-enriched CSCs, the enriched gene sets and their associated pathways were similar. Nevertheless, miRNAs expressed exclusively in MDA-MB-231 spheroid that were associated with neurotrophin signalling pathway, p53 signalling pathway and ECM-receptor interaction were chosen for the validation purpose as these signalling pathways have shown potential for cancer targeted therapy (Hondermarck, 2012; Liu et al., 2015; Wang & Sun, 2009).

**Figure 5:**
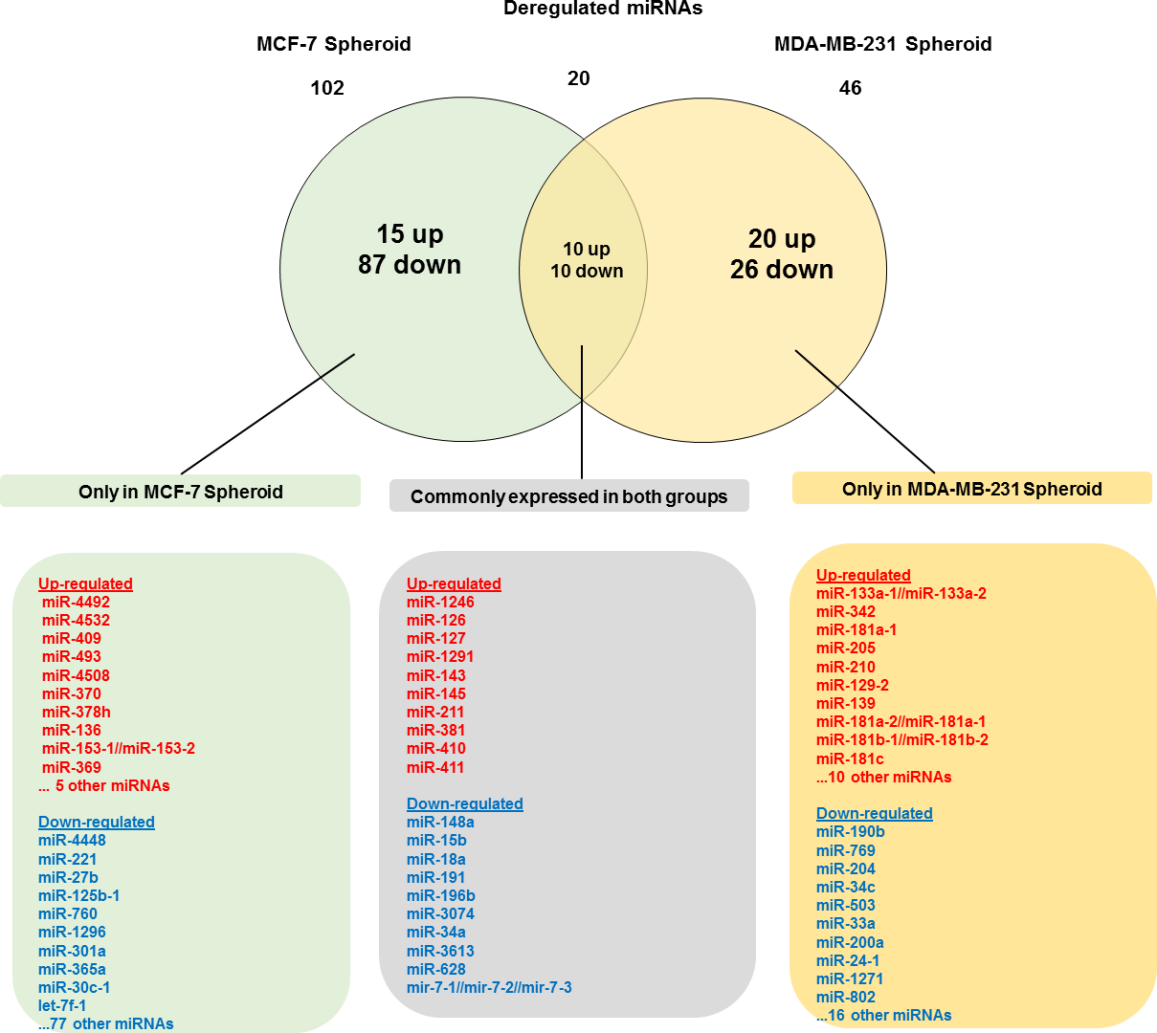
Venn diagram analysis showing the number of differentially expressed miRNAs that are unique and commonly expressed in MCF-7 and MDA-MB-231 spheroids. A total of 20 commonly deregulated miRNAs were found in both spheroids.

**Figure 6:**
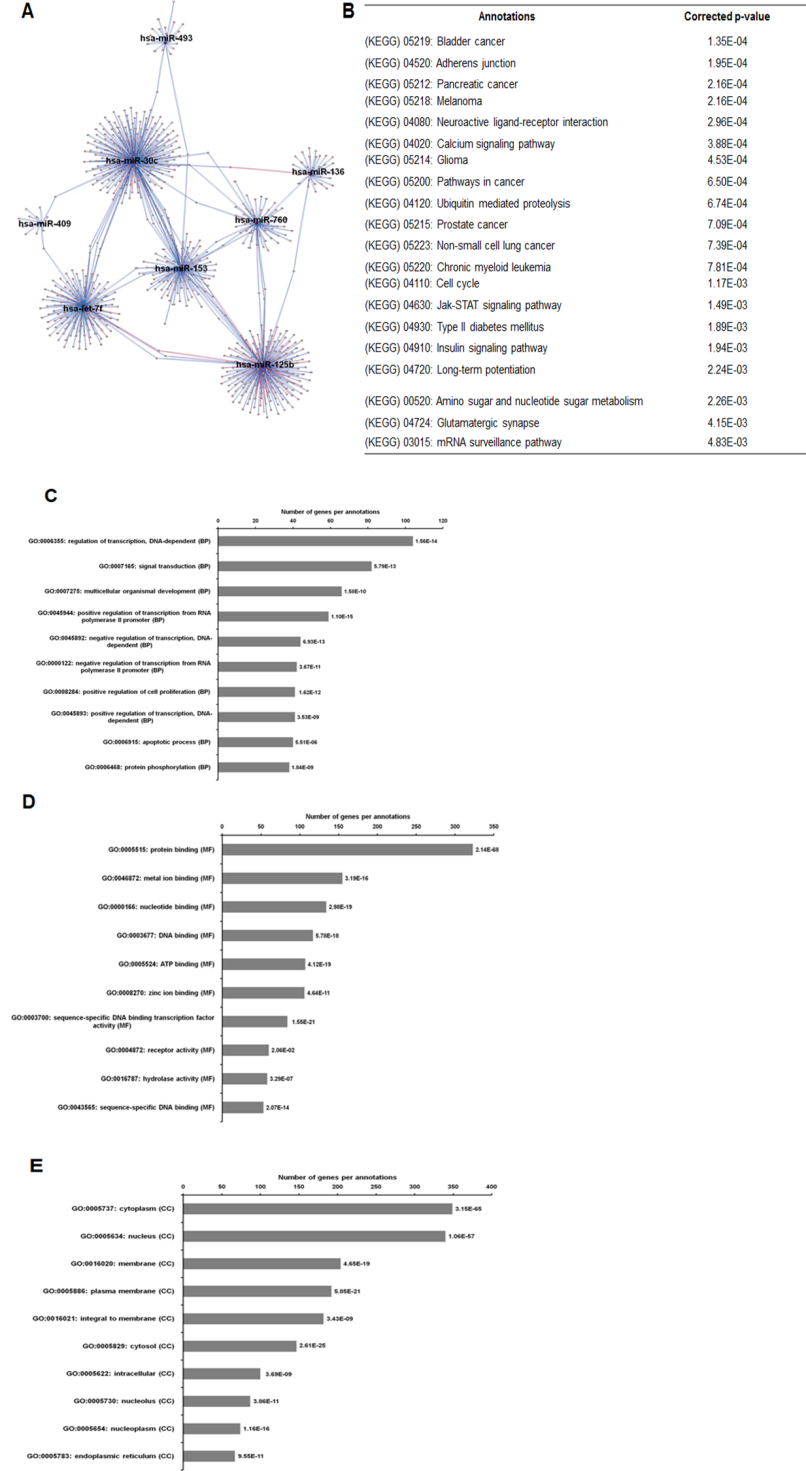
The network, pathway analysis and functional annotation by GO for predicted miRNAs targets exclusively expressed in MCF-7 spheroid-enriched CSCs cells. (A) Network of differentially expressed miRNAs-target genes. Each network includes two types of nodes, red circle represents individual miRNAs and pink circle represents target genes. (B) List of enriched KEGG pathways with their corresponding corrected *p*-values based on hypergeometric test with the most significant pathways (smallest *p*-value) listed from top down. Gene ontology analysis in the (C) biological process, (D) in molecular functions, and (E) in cellular components. The number of genes per annotations indicating enriched levels of genes with a modified Fisher exact *P*-value <0.05 are shown at the end of the nodes.

**Figure 7:**
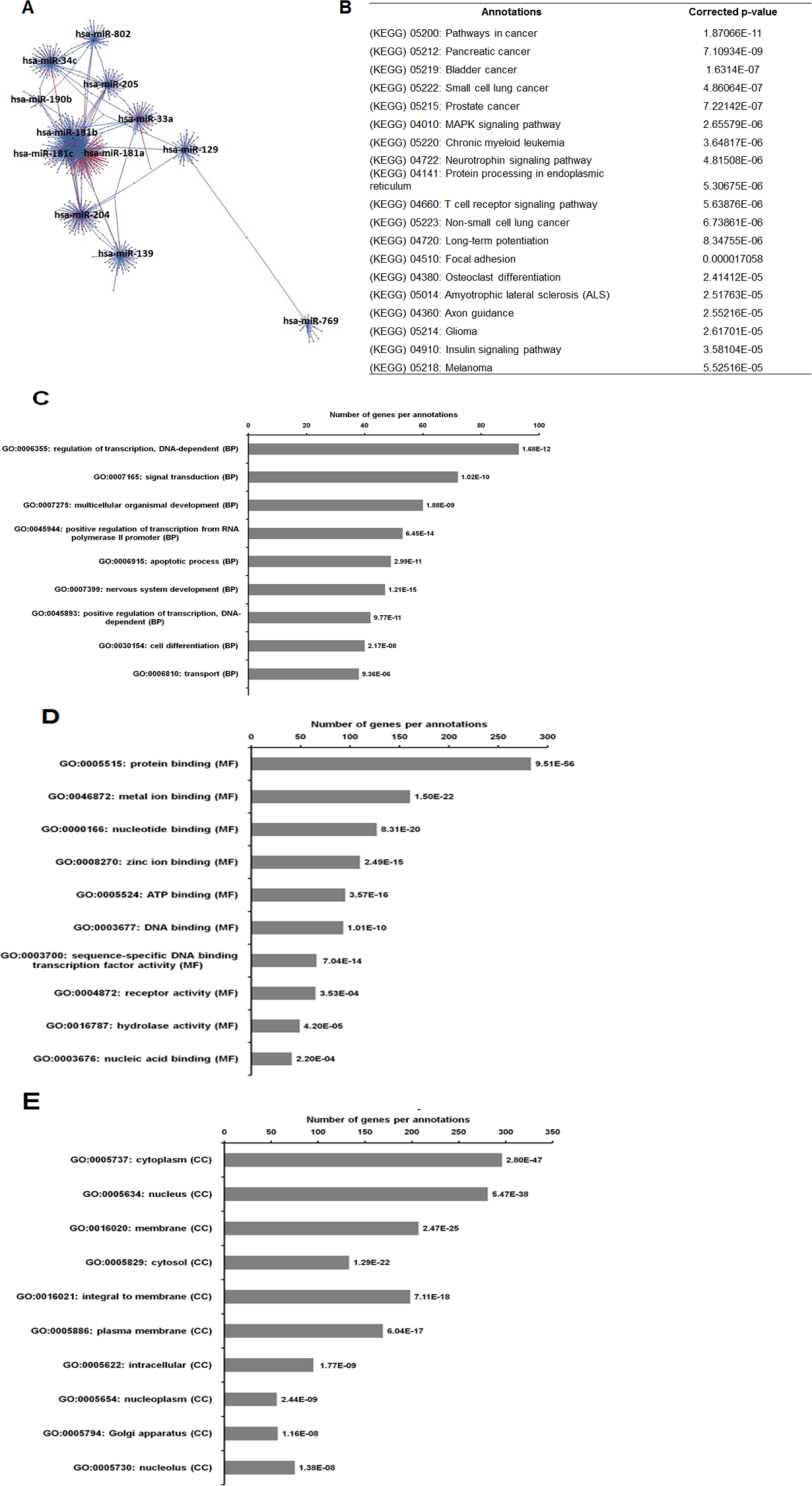
The network, pathway analysis and functional annotation by GO for predicted miRNAs targets exclusively expressed in MDA-MB-231 spheroid-enriched CSCs cells. (A) Network of differentially expressed miRNAs-target genes. Each network includes two types of nodes, red circle represents individual miRNAs and pink circle represents target genes. (B) List of enriched KEGG pathways with their corresponding corrected *p*-values based on hypergeometric test with the most significant pathways (smallest *p*-value) listed from top down. Gene ontology analysis in the (C) biological process, (D) in molecular functions, and (E) in cellular components. The number of genes per annotations indicating enriched levels of genes with a modified Fisher exact *P*-value <0.05 are shown at the end of the nodes.

### Common pathways in MCF-7 and MDA-MB-231 spheroids linked to CSCs-related signalling pathways

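On the MDA-MB-231 side of the 20 miRNAs that Fig. 5 lists for both spheroid types, miR-126, miR-127, miR-143 and miR-411 were higher and miR-7, miR-34a, miR-196b, miR-18a, miR-3613, miR-3074 and miR-15b were lower; MCF-7 cells were not analysed here. Of the 10 names listed as up-regulated, 4 had a sequence called higher and none had one called lower. miR-126, an endothelial miRNA encoded in an intron of EGFL7 on chromosome 9 of GRCh37 from 139565054 to 139565138, was higher in both measured arms (2 of 2, also when adjusted over the list alone). miR-126-5p rose 3.80-fold (interval 2.66 to 5.61), and miR-126-3p rose from 1 to 49 reads, a fold of 17.0 (2.92 to 686). With exact mature reads alone (0 and 21), the fold of miR-126-3p against the floor of 3 reads was 2.60. miR-143-3p, abundant in fibroblasts and smooth muscle, lies on chromosome 5 from 148808541 to 148808561 and rose 3.19-fold (2.37 to 4.40). Of 8 measured sequences of the fibroblast and mural cell markers, 2 were higher and none was lower (2 higher when adjusted over the list alone), the other being miR-199a-3p, equal in sequence to miR-199b-3p, with a fold of 2.26 (1.28 to 4.30). miR-127-3p and miR-411-5p belong to the imprinted DLK1-DIO3 cluster on chromosome 14. miR-127-3p rose 4.33-fold (2.34 to 8.88), and miR-411-5p rose from 1 to 24 reads, a fold of 8.34 (1.36 to 343). Of 22 measured sequences of this cluster, 2 were higher and none was lower (1 higher when adjusted over the list alone), and the summed reads of the cluster, most of them those of miR-127-3p (11 and 137), gave a fold of 4.65. Its median log2 fold of -0.02 covers 8 sequences, 3 of them at the bound from 0 and 8 reads, and was above 0 under 3 other scalings; with at least 10 reads it was 2.11, over 3 sequences. The remaining names did not pass the test: miR-211-5p had a fold of 5.91 (0.926 to 247), miR-381-3p of 3.48 (0.494 to 151) and miR-1291 of 2.61 (0.606 to 23.5). miR-1246, with 0 and 12 reads, had a fold of 1.39 against the floor of 3 reads, and its interval began at 0.966. miR-145-3p and miR-410-3p had 1 and 3 reads each.

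Of the 10 names listed as down-regulated, 7 had a sequence called lower and none had one called higher. miR-7-5p, which is made from loci on chromosomes 9, 15 and 19, fell to a fold of 0.151 (0.101 to 0.222), miR-3613-5p to 0.376 (0.262 to 0.539) and miR-18a-5p of the miR-17-92 cluster to 0.427 (0.329 to 0.554). miR-3074-3p had 6 parental reads and 1 spheroid read, and the more abundant miR-3074-5p, with 45 and 73 reads and a fold of 0.564, was not called. For miR-15b the call came from the 3p arm, with a fold of 0.481 (0.371 to 0.625). miR-191-5p had a fold of 0.904 (0.886 to 0.923), and miR-148a and miR-628 were not called. The paper chose these names in the same study, so the counts are not independent evidence of direction. The parental level of miR-143-3p implied by the paper's Data S5 was 5.55 times lower than in the parental table, and that of miR-127-3p 7.82 times lower. Their folds in Data S5 (17.7 and 33.8 in the paper) are therefore larger. Only 5 of 90 parental and 1 of 39 spheroid reads of miR-7-5p were counted as unique. That count may leave out reads shared among its own loci. miR-199a-3p, also made from several loci, had 0 of 91 spheroid reads counted as unique. miR-15b-3p lost its call with TMM factors (fold 0.539), median-of-ratios factors (0.554) and totals without the 5 most abundant miRNAs (0.509). With thinned spheroid reads, miR-18a-5p (0.5) and miR-3074-3p (1 spheroid read) lost theirs. With exact mature reads, miR-411-5p (7.05, from 1 and 19 reads) and miR-199a-3p (1.85 against the floor, from 0 and 15 reads) lost theirs. With an assumed coefficient of variation of 0.2, only miR-126, miR-127, miR-143, miR-7 and miR-34a of the called names stayed called.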

A total of 20 miRNAs were found to be commonly deregulated between these two breast cancer spheroid-enriched CSCs cell types, as illustrated in Fig. 5. We further explored the targets genes using Cytoscape which utilizes three target prediction algorithms in order to obtain more confident target genes for the cluster of miRNAs. Interestingly, when the target genes were inferred from the deregulated common group of miRNAs between the two spheroid models, they were found to be significantly positively regulated in processes such as transcription factors, cell proliferation, and molecular functions in nucleotide binding, DNA binding and protein kinase binding (Fig. 8). Among the commonly expressed validated miRNAs, miR-15b-5p, miR-34a-5p and miR-148a-5p were with the most target genes. The enriched genes were involved in pathways commonly found in cancer and stem cells primarily on Focal adhesion, MAPK, Wnt, Notch, Hedgehog, mTOR, and VEGF. Further validation was conducted on the five miRNAs representing the target genes associated with these pathways using qRT-PCR expressions analysis.

**Figure 8:**
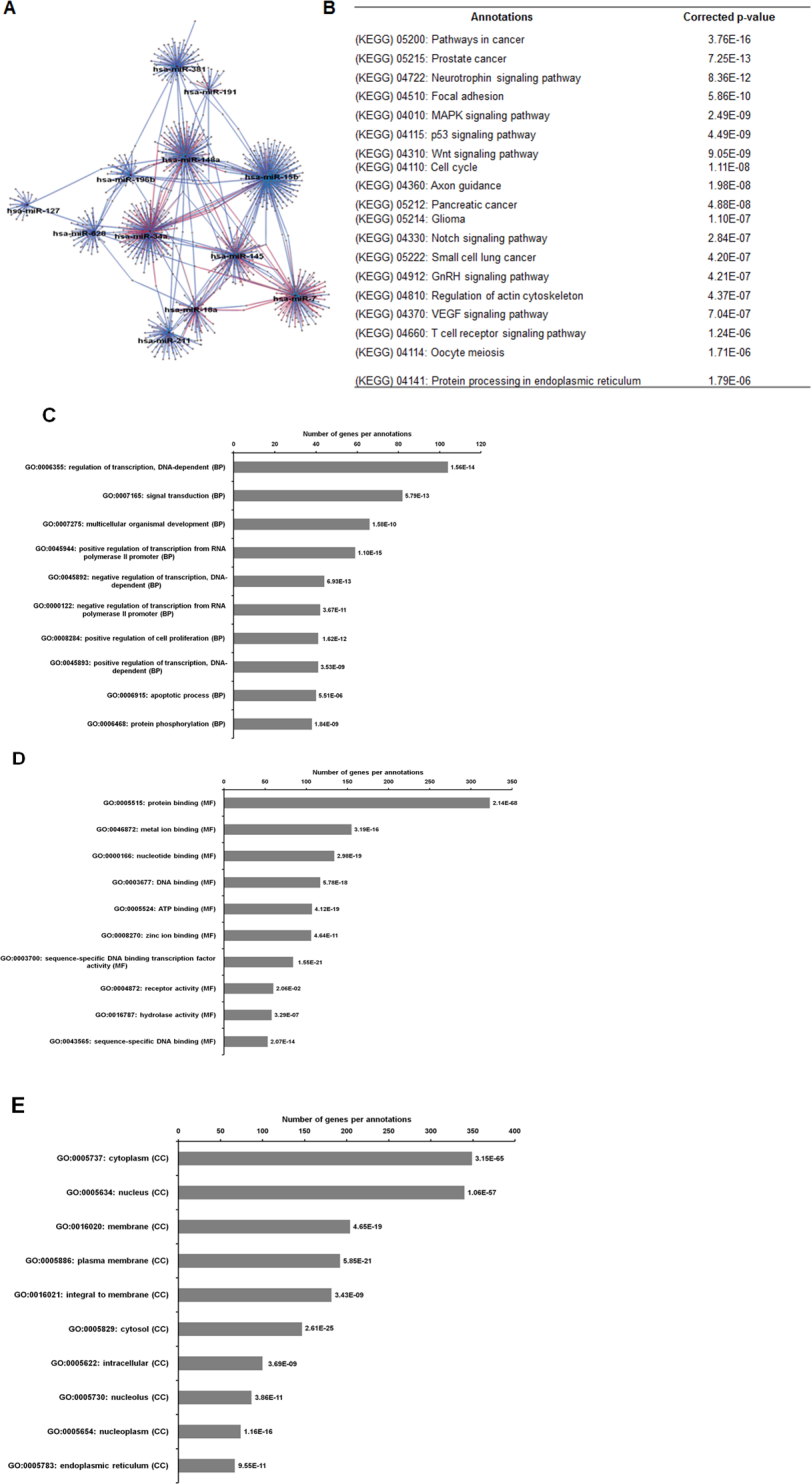
The network, pathway analysis and functional annotation by GO for predicted miRNAs targets commonly expressed in the two spheroid-enriched CSCs cell types. (A) Network of differentially expressed miRNAs-target genes. Each network includes two types of nodes, red circle represents individual miRNAs and pink circle represents target genes. (B) List of enriched KEGG pathways with their corresponding corrected *p*-values based on hypergeometric test with the most significant pathways (smallest *p*-value) listed from top down. Gene ontology analysis in the (C) biological process, (D) in molecular functions, and (E) in cellular components. The number of genes per annotations indicating enriched levels of genes with a modified Fisher exact *P*-value <0.05 are shown at the end of the nodes.

### Quantitative PCR validation

Twelve known miRNAs representing specific pathways found in MCF-7 and MDA-MB-231 spheroid-enriched CSCs were picked for qRT-PCR (Data S6). 

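Among the miRNAs assayed in MDA-MB-231 cells by qRT-PCR, miR-34a-5p was called lower in the count table of spheroid cells, miR-15b-5p was lower by less than the fold threshold, and neither arm of miR-148a nor miR-628-5p was called. miR-34a-5p (TGGCAGTGTCTTAGCTGGTTGT), a p53 target, lies on chromosome 1 of GRCh37 from 9211794 to 9211815 in an exon of MIR34AHG. It had 686 parental and 736 spheroid reads, a fold of 0.373 (interval 0.336 to 0.414). miR-15b-5p (TAGCAGCACATCATGGTTTACA) lies on chromosome 3 from 160122395 to 160122416 in an intron of SMC4. It had 639 and 1352 reads, a fold of 0.735 (0.669 to 0.809), which was under the fold threshold although the adjusted p was 7.84e-10 by Kal's Z-test. For miR-148a the arms went apart: miR-148a-5p (AAAGTTCTGAGACACTCCGACT, chromosome 7 from 25989580 to 25989601) had 252 and 321 rpm and a fold of 1.28 (1.05 to 1.55), and miR-148a-3p (chromosome 7 from 25989542 to 25989563) had 8792 and 16826 reads and a fold of 0.665 (0.648 to 0.683). miR-628-5p, on chromosome 15 from 55665189 to 55665210 in an intron of CCPG1, had 8 and 20 reads and a fold of 0.869 (0.367 to 2.28), so a difference was not detectable at this depth.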

The miRNAs assessed were hsa-miR-15b, hsa-miR-34a-5p, hsa-miR-148a-3p, hsa-miR-628-5p, and hsa-miR-196b (commonly expressed in both spheroids), hsa-miR-125b-5p, hsa-miR-760, hsa-miR-30c-5p, and hsa-miR-136-5p (exclusively expressed in MCF-7 spheroid) and hsa-miR-204-5p, hsa-miR-181a-5p and hsa-miR-205-5p (exclusively expressed in MDA-MB-231 spheroid). Utilising qRT-PCR, the levels of the selected miRNAs expressions in spheroid cells in relation to the parental cells were found to have consistent expression levels, suggesting that the miRNAs profiling from Illumina sequencing run were reliable (Data S7).

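By sequencing, miR-181a-5p was higher and miR-34a-5p, miR-196b-5p and miR-204-5p were lower in MDA-MB-231 spheroid cells, and the other 4 of the 8 assayed miRNAs were not called. The direction of the fold was that of the paper's qRT-PCR for 7 of the 8, the exception being miR-148a-5p. Among the 7, the intervals of miR-628-5p and miR-205-5p held both directions. With median-of-ratios factors, the log2 fold of miR-628-5p was 5.0e-10, which gives no direction. With miR-148a-3p, the arm in the paper's list of assayed miRNAs, in its place, the direction was the same for 8. The log2 fold by sequencing was -1.42 (interval -1.58 to -1.27) for miR-34a-5p, beside the paper's qRT-PCR mean of -2.17, and -1.28 (-1.43 to -1.13) for miR-196b-5p, beside the paper's -2.51. miR-204-5p had -2.79 (-3.58 to -2.05), beside the paper's -5.05, and miR-181a-5p had 2.21 (2.08 to 2.33), beside the paper's 1.45. For miR-15b-5p the log2 fold was -0.44 (-0.58 to -0.31), beside the paper's -0.867, and for miR-148a-5p it was 0.35 (0.07 to 0.64), beside the paper's -3.54. miR-628-5p had -0.20 (-1.45 to 1.19), beside the paper's -5.13, and miR-205-5p had 0.80 (-2.36 to 6.36), beside the paper's 3.51. The qRT-PCR was scaled to miR-19a and miR-200a, and scaling the reads to miR-19a-3p and miR-200a-3p, the latter with 5 and 4 reads, left 5 of the 8 with the direction of the qRT-PCR.

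**Figure D3:**
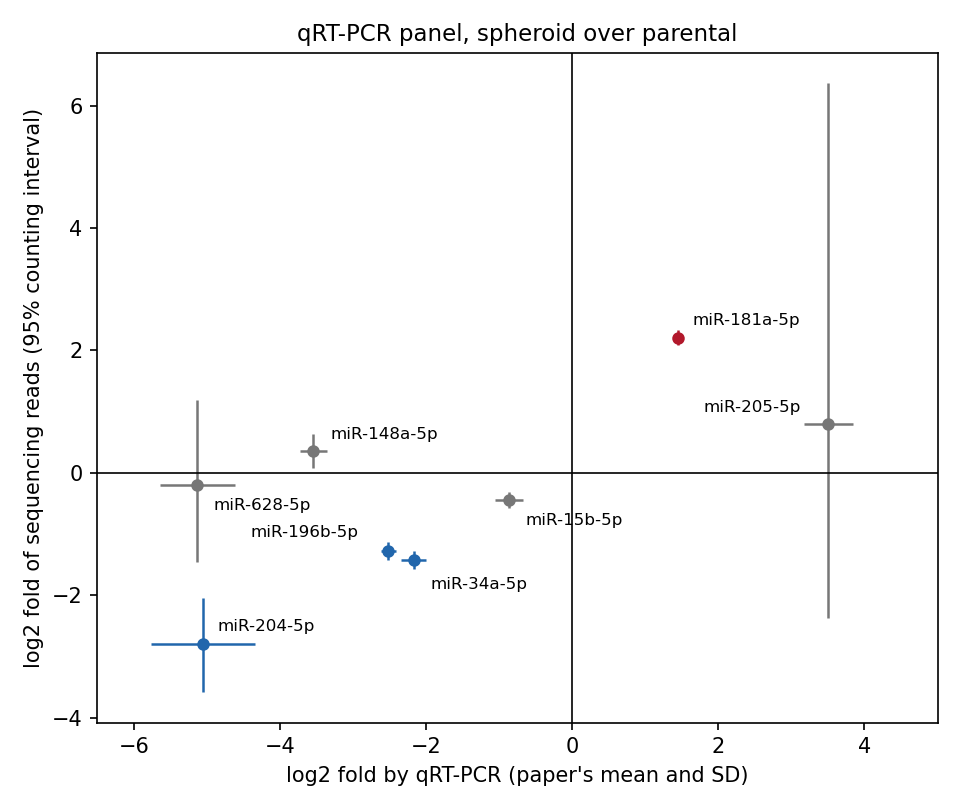
Log2 fold (spheroid over parental) of the 8 assayed miRNAs by sequencing here (vertical axis, with 95% counting intervals) against the paper's qRT-PCR mean and SD in Data S7 (horizontal axis). miR-148a-5p is at 0.35 by sequencing and at -3.54 by qRT-PCR.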

### Reversal spheroid cells retained CSCs characteristics

When subjected to routine monolayer culture condition, cells were seen to have attached to the plate and migrated out from the spheroids which eventually grew into monolayer cells based on microscopy examination. The levels of the selected miRNAs expression in the reversal spheroid cells were shown to express similar patterns to that of the spheroid cells (Data S9).

## Discussion

A vast number of literatures including one of our recently published paper have demonstrated the successful application of serum-free enrichment technique to enrich for CSCs population (Boo et al., 2016; Fan et al., 2010). Using the similar methodology, we initiated spheroid cells from MDA-MB-231 breast cancer cell lines, which is one of the commonly used TNBC cell line (Chavez, Garimella & Lipkowitz, 2010). Recent advancement in NGS and bioinformatics analysis has provided the opportunity to explore the associated miRNA profiling in the spheroid cell models as a guide for future identification of potential miRNAs markers in breast CSCs studies (Shyr & Liu, 2013).

In our current study, MDA-MB-231 spheroids were found to demonstrate typical CSCs characteristics, namely, self-renewability, overexpressing certain stem cell-associated surface and intracellular markers, increased expression of CD44+ and ALDH+ and also increased resistance to chemotherapeutics drugs, which is in agreement with other studies (Lopez et al., 2012; Piero, Robert & Michael, 2007). When the biological properties of these two spheroid models were compared, both spheroids were capable of forming secondary spheroids under limiting dilution assay, but the morphological features between these cells were different. MDA-MB-231 secondary spheroid enlarged into approximately 380 µm while MCF-7 secondary spheroids estimated to be 303 µm in size after 14 days in culture. SFE analysis showed that dissociated single cells from MDA-MB-231 spheroids had a higher SFE rate as compared to MCF-7 spheroids. When the CD44+/CD24− and ALDH+ expression were compared between the two spheroids, MDA-MB-231 spheroids displayed a higher fraction of cells displaying those markers. This is expected as it has been demonstrated that basal-subtypes of breast cancer, for instance, MDA-MB-231 cells are predominantly CD44+ (Fillmore & Kuperwasser, 2008). Yet compared to the parental cells, MDA-MB-231 exhibited higher ADLH expression, about 2-fold more than that of MCF-7 spheroids. Also, expression of ALDH in breast tumour cells has been correlated with higher pool of CSCs population (Douville, Beaulieu & Balicki, 2008). Thus, the MDA-MB-231 spheroids were enriched with higher CSCs population relative to MCF-7 spheroids. MDA-MB-231 which is characterised by their basal/mesenchymal phenotype has been shown to mask differentiation as compared to the increased expression of differentiation-associated genes found in luminal cell type. Therefore, it is postulated that MDA-MB-231 harbours a higher quiescent pool of CSCs (Akrap et al., 2016). In view of their drug resistance properties, both spheroids had higher drug inhibitory concentration relative to the parental cells. Interestingly, doxorubicin, a common chemotherapeutic drug against breast cancer, was more resistant in MCF-7 spheroids (18-fold) than in MDA-MB-231 spheroids (8-fold). MDA-MB-231 which formed a loosely and less compact spheroid than MCF-7, could be the reason behind the higher doxorubicin drug penetration which resulted in a lower drug inhibitory concentration. A similar trend was also reported with the cytotoxicity study of a ginger compound 6-shogaol in MCF-7 spheroids (Ray, Vasudevan & Sengupta, 2015).

In the concept of CSCs, some pathways are responsible for the induction of Epithelial-to-Mesenchymal Transition (EMT), maintaining stemness of CSCs as well as the increased levels of cell proliferation, invasion and migration that distinguish stem cells from non-stem cells (Takebe et al., 2015). A few potential targeting pathways have been previously identified to eliminate CSCs such as the altering the self-renewal mechanisms (Wnt, Notch, Hedgehog) or the inhibition of the tumour progression and metastasis (JAK-STAT, TGF-β, PDFGR) (Pattabiraman & Weinberg, 2014). Apart from these common pathways, new therapies targeting the complex biology of CSCs were also being elucidated (Shibuya et al., 2015).

Here, we address a cluster of potential miRNAs associated with the CSCs-signalling pathways that could aid in the development of therapeutic strategies targeting miRNAs for future CSCs therapy. Our study demonstrated that there were 20 significantly deregulated miRNAs that overlapped between these two spheroids models, suggesting that there are only a small portion of miRNAs are being shared by the spheroid models (Fig. 5). These miRNAs were involved in some crucial cancer-associated and stem cell regulation of pathways. The targets of miR-15b-5p were LRP6 and WNT5B, was shown to be related to Wnt signalling pathway, while the targets of miR-34a-5p were NOTCH-associated genes involved in Notch signalling pathway. As for miR-148a-5p, the targets were GAS1 and LRP2, which was related to Hedgehog signalling pathway. Interestingly, among this cluster of commonly expressed miRNAs identified, miR-34a-5p was previously implicated in colon, pancreatic and prostate cancer modulating CSCs self-renewal or cell fate determination where it directly targets Notch receptors (Bu et al., 2013; Li, Ren & Tang, 2014). As such, these spheroid-enriched CSCs inducible miRNAs may have considerable clinical value in CSCs diagnosis (Morata-Tarifa et al., 2016). Besides being involved in self-renewal pathway, both miR-15b-5p and miR-34a-5p were associated with MAPK signalling pathway and miR-628-5p were predicted to be involved in mTOR signalling pathway (Hua et al., 2006; Matter et al., 2014; Wu, Yang & Li, 2009). However, the function of miR-196b-5p in breast cancer is still uncertain. Our study showed that miR-196b-5p was down-regulated in both spheroid subtypes while another study showed that miR-196b-5p was specifically up-regulated leading to reduction of apoptosis in colorectal cancer cells by mediating FAS gene expression (Mo et al., 2015). 

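In MDA-MB-231 cells, miR-196b-5p fell from 1256 to 517 rpm in spheroid cells, a fold of 0.412 (interval 0.371 to 0.457). This miRNA (TAGGTAGTTTCCTGTTGTTGGG) lies in the HOXA cluster on chromosome 7 of GRCh37 from 27209147 to 27209168, on the minus strand. Of 10 measured sequences of the HOX cluster miRNAs, it was the only one called, and none was higher (1 lower when adjusted over the list alone). The related miR-196a-5p had a fold of 0.542, and the median log2 fold of the list was 0.07. The share of its reads equal to the mature sequence was 51.8% (47.9% to 55.6%) in parental and 36.7% (33.4% to 40.2%) in spheroid cells. With an assumed coefficient of variation of 0.2, miR-196b-5p was not called.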

The conflicting results might be attributed by the genetics of the different cell lines used and also the targeted genes which are yet to be validated. Nevertheless, it is worth exploring the other afore-mentioned miRNAs that are involved in the other stem cell-related signalling pathways. Modulation of this cluster of miRNAs could be a promising approach to suppress those pathways, thus improving the effectiveness of breast cancer treatments. When subjected to reverse culture, the migrated spheroid cells reverted to their monolayer characteristics which could be due to the serum culture condition that facilitated the attachment, migration and propagation of the reversal cells. However, those cells still maintain the selected miRNA expression pattern as that of the spheroid cells. Nevertheless, more work must be carried out which include isolation of individual population of the cells to confirm the involvement of the differentially expressed miRNAs in the maintenance of the spheroid cells and their CSC-like properties.

In the current study, when we compared the miRNAs profiling of the MDA-MB-231 spheroid cells to the MCF-7 spheroid cell, we found a set of miRNAs exclusively expressed either in MDA-MB-231 or MCF-7 spheroid cells (Fig. 5). A considerable amount of the differentially expressed miRNAs that were exclusively found in MDA-MB-231 spheroid (46 miRNAs) and in MCF-7 spheroid (102 miRNAs) were attributed by the fact that they were two distinct breast cancer subtypes. For instance, miR-205-5p preferentially expressed in basal-like breast cancer cells is normally found in triple negative breast tumours, is a key player in cell cycle progression whereby it regulates cell proliferation, cell progression and enhance metastasis (Elgamal et al., 2013; Radojicic et al., 2011). Similarly, miRNA (miR-181a-5p) which was commonly found in TNBC tissues was also found to be upregulated in the MDA-MB-231 spheroids (Taylor et al., 2012) was reported to inhibit TGFβR3 protein translation. 

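miR-205-5p, a miRNA of basal epithelium that represses ZEB1 and ZEB2, was near the detection limit in both MDA-MB-231 tables. It had 1 read in parental cells (1.85 rpm) and 5 reads in spheroid cells (3.22 rpm), a ratio of 1.74 (interval 0.194 to 82.2), so a difference was not detectable at this depth. The sequence (TCCTTCATTCCACCGGAGTCTG) matches chromosome 1 of GRCh37 from 209605511 to 209605532, in an intron of MIR205HG. Of 6 measured sequences of the miR-200 family and miR-205, which maintain the epithelial state, none was called, also when adjusted over the list alone. miR-200b-3p, with the most reads of the list, had 57.4 rpm in parental and 97.9 rpm in spheroid cells, a fold of 1.70 (1.15 to 2.60), and miR-141-3p had 1 and 8 reads.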

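miR-181a-5p was 4.62-fold higher in MDA-MB-231 spheroid than in parental cells (interval 4.23 to 5.04), with 1030 rpm in parental and 4755 rpm in spheroid cells. The sequence (AACATTCAACGCTGTCGGTGAGT) lies at 2 places of GRCh37, on chromosome 1 from 198828237 to 198828259 in an intron of MIR181A1HG and on chromosome 9 from 127454759 to 127454781 in an intron of MIR181A2HG, and its reads cannot be divided between them. The neighbouring miR-181b-5p lies at both places too, on chromosome 1 from 198828054 to 198828076 and on chromosome 9 from 127456004 to 127456026. miR-181a-5p stayed called with an assumed coefficient of variation of 0.2 (adjusted p = 3.6e-05 from edgeR's exact test). The less abundant miR-181c-3p, with 7 and 19 reads, and miR-181d-5p, with 0 and 7 reads, were not called.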

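miR-204-5p, which is encoded in an intron of TRPM3, was lower in MDA-MB-231 spheroid than in parental cells. It had 53 parental and 22 spheroid reads, which are 98.2 and 14.2 rpm and a fold of 0.144 (interval 0.0836 to 0.241). The sequence (TTCCCTTTGTCATCCTATGCCT) lies on chromosome 9 of GRCh37 from 73424947 to 73424968, on the minus strand. Reads that matched no other miRNA numbered 52 in parental and 5 in spheroid cells, a fold of 0.0334 (0.0104 to 0.0831). The other 17 spheroid reads of miR-204-5p are shared with its paralog miR-211-5p, none of whose reads was its own. Of the 2 miRNAs listed as melanocytic, miR-204-5p was lower and none was higher, and adjusted over the list alone 1 was lower and 1, miR-211-5p, was higher. The call of miR-204-5p stayed with an assumed coefficient of variation of 0.2 (adjusted p = 7.34e-05 from edgeR's exact test).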

Subsequently, this inhibtion increases metastasis, invasion, migration, and reverting anoikis resistance in TNBC through their negative regulation in TGF-beta signalling pathway. miR-204-5p which has been reported as down-regulated in a few cancers (Yin et al., 2014), was also present at low levels in theMDA-MB-231 spheroid and their reduced expression of miR-204-5p is associated with poor clinical outcome in basal-like TNBC, suggesting their potential diagnostic use (Li et al., 2014). In contrast, ectopic expression of miR-204-5p has been demonstrated to restore anoikis sensitivity and reduced the invasiveness and metastatic behaviour in ovarian cancer cell line (Yan et al., 2015). Therefore, targeting miR-204-5p could possibly enhance anoikis sensitivity of basal-like breast cancer via neutrotrophin signalling pathway, thus making it a possible marker for metastasis breast cancer. Based on the findings from these results and on previous literature, the regulation of this cluster of miRNAs may play important roles in the metastatic and chemoresistance abilities of basal-like spheroid cancer cells.

On the other hand, we identified four miRNAs (miR-125b-5p, miR-760, miR-30c and miR-136-5p) exclusively expressed in MCF-7 spheroids based on their potential roles in luminal-like breast tumorigenesis via regulation of a number of predicted cancer-associated pathways including JAK-STAT, calcium, and insulin signalling pathways. Among the down-regulated miRNAs, miR-125b-5p was favoured to have tumour suppressor roles by targeting ENPEP gene, where enforced expression in MCF-7 cells reduced cell proliferation and anchorage-independent growth by positive regulation in breast tumorigenesis (Feliciano et al., 2013). Downregulated expression of miR-125b-5p was also found to increase HER2 protein expression, leading to worse prognostic outcome in luminalA breast cancer patients (Bailey, Westerling & Brown, 2015). Moreover, deregulated expression of miR-760 was previously reported as one of the miRNAs regulated by estrogen-responsive gene clusters, suggesting its potential use as biomarkers for the luminal-like breast cancer cells (Cicatiello et al., 2009). In another similar study, expression of miR-30c has been linked to chemotherapy resistance specifically in luminal A breast tumours by regulating TWF1 and IL-11 genes in the miR-30c-mediated pathway (Bockhorn et al., 2013) and deregulation of miR-30c has led to increase in cell proliferation, drug sensitivity and cancer progression. As for miR-136-5p, although it has not been to be associated with luminal-like spheroid breast cancer, it previously reported to be deregulated in lung cancer (Shen et al., 2013) and ovarian cancer (Zhao et al., 2015), suggesting the potential use as biomarkers in this subtype of breast cancer.

Overall, the unique cluster of miRNAs found in each cell type are associated with their chemoresistance properties and cancer progression, and most likely influencing the maintenance of the spheroid-enriched CSCs properties. Moreover, bioinformatics analysis revealed that the predicted gene annotation and pathways inferred from the uniquely expressed set of miRNAs found in the two breast spheroids models were relatively similar (Figs. 6B and 7B). This indicates the highly complex interactions of miRNAs in the regulation of gene expressions in which MCF-7 and MDA-MB-231 spheroid cells may use different miRNAs to regulate their biological properties, but those miRNAs converged to the similar pathways and gene products. Nonetheless, further validation of the miRNAs, their target genes and the relevant pathways can help researchers in designing and developing strategies of novel therapeutic in battling breast cancer.

## Conclusions

Here we have determined the CSCs characteristic and profiling of the MDA-MB-231 spheroid model. Compared to the previously reported miRNA profiling of the MCF-7 spheroid, we further demonstrated that the spheroid culturing method can be used to enrich for CSCs-like subpopulations in both breast cancer cell lines. The results confirmed that both spheroids expressed certain miRNAs unique to their cancer subtypes and also a cluster of miRNAs that were commonly expressed in both spheroids. This study enhances our understanding not only on the roles of miRNAs in spheroid-enriched CSCs models, but more importantly highlights the 20 commonly deregulated miRNAs found in both spheroids cells. To the best of our knowledge, no study has shown a comparison of the differentially expressed miRNAs from these two CSCs enriched spheroid models. As such, these miRNAs profiling datasets could be used as reference for future investigations on their role in spheroid CSCs enriched breast cancer models, leading to potentially more effective targeted breast cancer therapies which may provide insights of the miRNAs mechanism and relationship in the spheroid models.

##  Supplemental Information

10.7717/peerj.3551/supp-1 Data S1 Fluorescence images of spheroids and monolayer cells Immunofluorescent staining of CSCs-related surface and internal markers on spheroids and the monolayer cells (controls). DAPI was used for nuclear counterstain. Magnifications were at 4× and 10×.

10.7717/peerj.3551/supp-2 Data S2 Length distribution of miRNAs reads Arrows indicate the average size of the reads which are 22 nucleotides in size for the both parental (A) and spheroid MDA-MB-231 (B) cells.

10.7717/peerj.3551/supp-3 Data S3 Small-RNA library sequencing summary

10.7717/peerj.3551/supp-4 Data 4 Quality control of the miRNA-NGS data The differentially expressed miRNAs data was analysed using hierarchical clustering (A), principal component analysis (PCA) (B), and volcano plot (C) to interpret the differential expression pattern between groups. (A) Heat map shows the results of two-way hierarchical clustering of miRNAs and samples. (B) PCA plot on miRNA expression data from MDA-MB-231 spheroid and parental cells indicate the relative differential expression between groups. 

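At an adjusted p under 0.05 from Kal's Z-test and with no limit on the fold, 64 mature miRNAs were higher and 99 lower in MDA-MB-231 spheroid cells. Those that passed this p but not the fold of 2 included abundant miRNAs. Among them, miR-10a-5p had a fold of 1.48 (interval 1.47 to 1.49), miR-26a-5p a fold of 1.73 (1.70 to 1.77), let-7a-5p a fold of 0.735 (0.723 to 0.747) and miR-21-5p a fold of 0.858 (0.852 to 0.864). The median log2 fold of the sequences with at least 100 reads over both tables was -0.11. With TMM factors, 73 were higher and 77 lower and this median was 0.05, and with median-of-ratios factors they were 81, 71 and 0.09.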

(C) Volcano plot showing significantly (Fold change >2.0 and *P*-values <0.05) differentially expressed miRNAs in MDA-MB-231 spheroid relative to parental cells. Dots in blue represent miRNAs that do not have significant changes in expression, while dots in red on the left indicate miRNAs with significantly down-regulated expression, and on the right indicates the miRNAs with significantly up-regulated expression.

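Among the miRNAs of Data S5, the miR-181a, miR-181b, miR-210, miR-126 and miR-1260 sequences were higher and the miR-33, miR-34 and miR-204 sequences lower in the deposited MDA-MB-231 tables. The copy of Data S5 read here lists 66 of the 69 miRNAs, 31 as higher and 35 as lower, and the other 3 were not analysed here. Of the 66, 38 had a sequence under the same stem-loop name called here in the direction of Data S5 (15 higher and 23 lower) and none in the opposite direction, or 40 (16 higher and 24 lower) with miR-129-5p and miR-24-3p, which are made from another stem-loop too. For 36 (14 higher and 22 lower) the called sequence was the one whose reads fit best. By name, 27 in place of 38 were called with exact mature reads, and 18 with an assumed coefficient of variation of 0.2. The direction of the fold was the same for 60 and opposite for 5, namely miR-181c-3p, miR-628-3p, miR-6087, miR-93-3p and miR-222-3p, and miR-342-5p (0 and 4 reads) gave no direction. miR-222-3p had 996 and 4000 reads and a fold of 1.40 (interval 1.302 to 1.498), and miR-6087 had 6 and 27 reads and a fold of 1.56. Data S5 comes from the same study, so the overlap is not independent evidence. Data S5 gives a miRNA by its stem-loop, so where both arms are measured the arm was taken as the one whose spheroid reads fit the paper's fold best, which settled 57 of the 66. For miR-628 the paper's p of 0.0207 fits the 3p arm alone, for miR-181c the arm was not settled and the 5p arm ran in the paper's direction, and for miR-222 neither arm gives the paper's p of 0.0005, so its arm is open, and miR-222-5p was called lower.

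**Figure D4:**
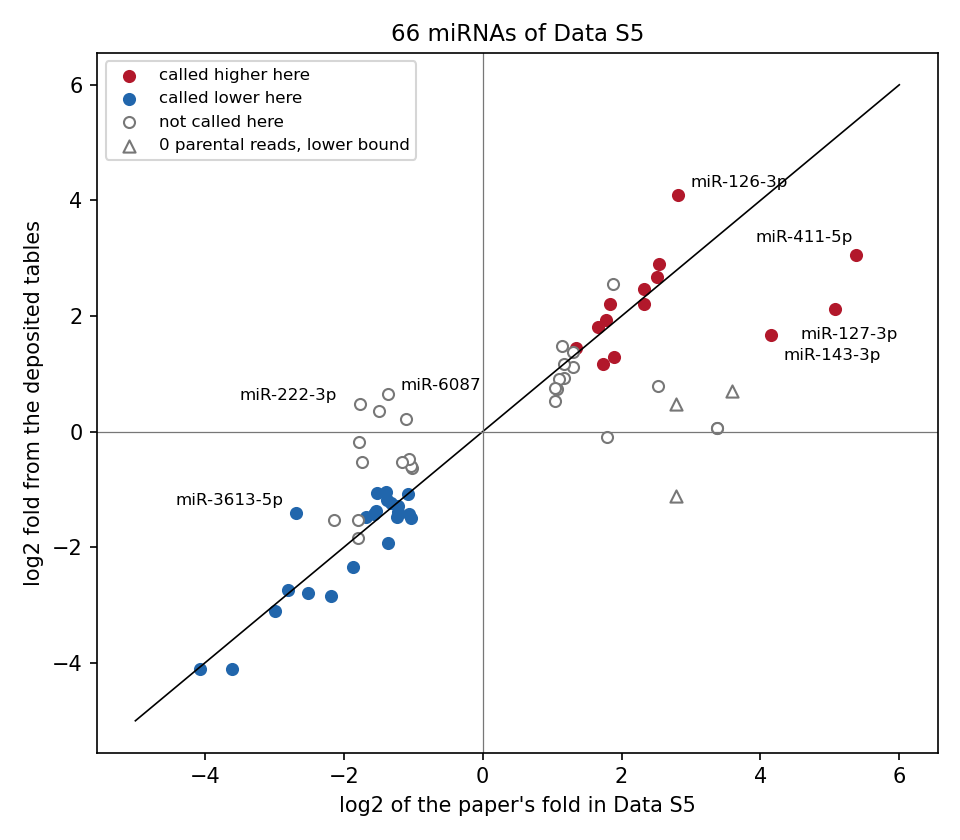
Log2 of the fold in the paper's Data S5 (horizontal axis) against the log2 fold from the deposited tables (vertical axis), 1 point per miRNA. Triangles are lower bounds for miRNAs with 0 parental reads, and the diagonal line marks equal folds. Of 66 points, 60 lie on the same side of 0 on both axes. Of the others, 5 have opposite directions. The triangle of miR-342-5p (0 and 4 reads), a bound below 0 on the vertical axis, gives no direction.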

10.7717/peerj.3551/supp-5 Data S5 Differentially expressed miRNAs List of differentially expressed miRNAs with a two or greater fold change in spheroids MDA-MB-231 relative to parental culture (FC >2, P <0.05).

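Data S6 lists the mature sequence that each qRT-PCR assay targets, written as RNA. For the 8 miRNAs assayed in MDA-MB-231 cells, 7 of these sequences stand in the MDA-MB-231 count tables base for base, among them those of miR-15b-5p, miR-34a-5p, miR-196b-5p and miR-181a-5p. The sequence listed for miR-628-5p is not among those of the tables, nor are those of miR-19a-3p and miR-200a-3p, which served as endogenous controls. Of the assays for MCF-7 spheroid, the list holds miR-126-5p where the paper's text names miR-125b-5p. In the MDA-MB-231 tables, the sequence of miR-30c-5p had 1517 and 3192 reads, that of miR-760 had 3 and 14 reads and that of miR-136-5p had 0 and 2 reads in parental and spheroid cells, respectively.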

10.7717/peerj.3551/supp-6 Data S6 Real-time PCR validation The list of miRNAs used for the qRT-PCR validation.The names of the miRNAs primers, sequence accession number and target sequences are shown.

10.7717/peerj.3551/supp-7 Data S7 Validation of miRNA-NGS results using qRT-PCR Comparison of the qRT-PCR and miRNA sequencing log2 fold change for 12 known miRNAs between parental and spheroid cells. 

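In Data S7 the sequencing value of each MDA-MB-231 miRNA is a signed linear fold, in which a negative sign marks a lower level, and the qRT-PCR value is a log2 fold. For miR-15b the paper's sequencing value is -2.87, and the reads behind it are those of the 3p arm, whose signed fold here was -2.08, whereas the assay targets the 5p arm. For miR-181a the paper's sequencing value is 5.81, that of miR-181a-1-3p in Data S5, whereas the assay targets miR-181a-5p. For miR-148a the value of -2.03 gives no whole parental reads with the assayed 5p arm, and with the 3p arm it is too coarse to tell. For miR-628 the value is -2.14. Its p of 0.0207 by Kal's Z-test in Data S5 fits the 3p arm alone, whereas the assay targets the 5p arm. The paper's sequencing value for miR-204 is -5.69, which is -2.51 on the log2 scale, and the signed fold here was -6.93.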

(A) qRT-PCR analysis in MCF-7 spheroid relative to its parental cells (B) 3 qRT-PCR analysis in MDA-MB-231 spheroid relative to its parental cells. A similar expression was observed between qRT-PCR and NGS analysis.

10.7717/peerj.3551/supp-8 Data S8 Original figures of flow cytometric dot plots extracted from FACS Calibur

10.7717/peerj.3551/supp-9 Data S9 Characteristics of the reversal spheroid cells (A) Morphology of parental cells and induction of spheroid cells into monolayer culture condition for 5 days (magnification: 10×, scale bar; 100 µm). (B) qRT-PCR analysis in spheroid and reversal spheroid cells relative to the parental cells. A similar expression trend was observed between the both types of cells.

10.7717/peerj.3551/supp-10 Supplemental Information 1 Repository metadata GSE75396
METADATA spreadsheet submitted to GEO accession number GSE75396. All raw data can be found under the accession number.

10.7717/peerj.3551/supp-11 Data S10 Raw data

## Additional Information and Declarations

### Data Availability

The following information was supplied regarding data availability: The raw data has been provided as Supplementary File. NCBI: GSE75396.

# Supplementary material for: Phenotypic and microRNA transcriptomic profiling of the MDA-MB-231 spheroid-enriched CSCs with comparison of MCF-7 microRNA profiling dataset
**Source:** PeerJ. 2017 Jul 13;5:e3551. doi: 10.7717/peerj.3551
**Supplement:** Data S3

**Cell types**	**MDA-MB-231<br>Parental**	**MDA-MB-231<br>Spheroid**
**Index tag sequence**	GTGAAA	GTGGCC
**Total reads**	8,435,715	10,979,357
**Reads mapped to miRBase stem-loop<br>sequences**	5,523,369	1,592,753
**Reads mapped to GRch37.57.ncrna**	1,132,822	171,524
**Unique sequences (unannotated)**	1,779,524	9,215,080
**Most abundant miRNA**	miR-21(108885)	miR-10a (277306)
**Total known miRNA**	54,042	29,260

# Supplementary material for: Phenotypic and microRNA transcriptomic profiling of the MDA-MB-231 spheroid-enriched CSCs with comparison of MCF-7 microRNA profiling dataset
**Source:** PeerJ. 2017 Jul 13;5:e3551. doi: 10.7717/peerj.3551
**Supplement:** Data S5 — List of differentially expressed miRNAs with a two or greater fold change in spheroids MDA-MB-231 relative to parental culture (FC >2, P <0.05).

**miRNAs**	**Kal's Z-test<br>p-value**	**Fold change>2<br>(Spheroid/Parental)**
mir-411	0.0000	41.495
mir-127	0.0000	33.838
mir-143	0.0000	17.732
mir-133a-1//mir-133a-2	0.0000	12.103
mir-410	0.0117	10.374
mir-145	0.0117	10.374
mir-126	0.0000	7.060
mir-1246	0.0000	6.916
mir-342	0.0094	6.916
mir-181a-1	0.0000	5.810
mir-205	0.0066	5.763
mir-210	0.0000	5.676
mir-139	0.0000	5.030
mir-181a-2//mir-181a-1	0.0000	5.019
mir-210	0.0000	3.716
mir-211	0.0001	3.674
mir-181b-1//mir-181b-2	0.0000	3.582
mir-181c	0.0000	3.458
mir-126	0.0000	3.429
mir-199a-1//mir-199a-2//mir-199b	0.0000	3.312
mir-1260a	0.0000	3.153
mir-1260b	0.0000	2.531
mir-365b	0.0004	2.470
mir-1291	0.0057	2.470
mir-885	0.0000	2.256
mir-885	0.0195	2.248
mir-664b	0.0109	2.213
mir-129-2	0.0000	2.134
mir-328	0.0000	2.094
mir-30d	0.0000	2.059
mir-423	0.0000	2.058
mir-191	0.0000	-2.014
mir-148a	0.0000	-2.034
mir-147b	0.0000	-2.040
mir-374b	0.0003	-2.078
mir-34a	0.0000	-2.079
mir-24-1//mir-24-2	0.0000	-2.109
mir-628	0.0207	-2.140
mir-10b	0.0005	-2.241
mir-196b	0.0000	-2.321

mir-449a	0.0000	-2.324
mir-345	0.0000	-2.355
mir-18a	0.0000	-2.504
mir-6087	0.0000	-2.571
mir-33b	0.0000	-2.582
mir-190a	0.0000	-2.593
let-7a-1//let-7a-3	0.0000	-2.612
mir-93	0.0006	-2.813
mir-15b	0.0000	-2.874
mir-184	0.0000	-2.892
mir-138-2//mir-138-1	0.0000	-2.958
mir-574	0.0000	-3.218
mir-802	0.0144	-3.326
mir-222	0.0005	-3.404
mir-1271	0.0000	-3.447
mir-200a	0.0108	-3.470
mir-24-1	0.0007	-3.470
mir-33a	0.0000	-3.631
mir-503	0.0017	-4.410
mir-34c	0.0012	-4.555
mir-204	0.0000	-5.692
mir-3613	0.0000	-6.423
mir-7-1//mir-7-2//mir-7-3	0.0000	-6.941
mir-769	0.0006	-7.953
mir-190b	0.0016	-12.146
mir-3074	0.0001	-16.773

# Supplementary material for: Phenotypic and microRNA transcriptomic profiling of the MDA-MB-231 spheroid-enriched CSCs with comparison of MCF-7 microRNA profiling dataset
**Source:** PeerJ. 2017 Jul 13;5:e3551. doi: 10.7717/peerj.3551
**Supplement:** Data S6 — The list of miRNAs used for the qRT-PCR validation.The names of the miRNAs primers, sequence accession number and target sequences are shown.

**Name**	**Sequence<br>accession<br>number**	**Target Sequence**
hsa-miR-19a-3p<br>(Reference)	MIMAT0000073	UGUGCAAUUCUAUGCAAACUGA
hsa-miR-200a-3p<br>(Reference)	MIMAT0000682	UAAACACUGUCUGGUAACGAUGU
hsa-miR-15b-5p	MIMAT0000417	UAGCAGCACAUCAUGGUUUACA
hsa-miR-34a-5p	MIMAT0000255	UGGCAGUGUCUUAGCUGGUUGU
hsa-miR-148a-5p	MIMAT0004549	AAAGUUCUGAGACACUCCGACU
hsa-miR-628-5p	MIMAT0004809	AUGCUGACAUUUUACUAGAGG
hsa-miR-196b-5p	MIMAT0001080	UAGGUAGUUUCCUGUUGUUGGG
hsa-miR-126-5p	MIMAT0000444	CAUUAUUACUUUUGGUACGCG
hsa-miR-760	MIMAT0004957	CGGCUCUGGGUCUGUGGGGA
hsa-miR-30c-5p	MIMAT0000244	UGUAAACAUCCUACACUCUCAGC
hsa-miR-136-5p	MIMAT0000448	ACUCCAUUUGUUUUGAUGAUGGA
hsa-miR-204-5p	MIMAT0000265	UUCCCUUUGUCAUCCUAUGCCU
hsa-miR-181a-5p	MIMAT0000256	AACAUUCAACGCUGUCGGUGAGU
hsa-miR-205-5p	MIMAT0000266	UCCUUCAUUCCACCGGAGUCUG

# Supplementary material for: Phenotypic and microRNA transcriptomic profiling of the MDA-MB-231 spheroid-enriched CSCs with comparison of MCF-7 microRNA profiling dataset
**Source:** PeerJ. 2017 Jul 13;5:e3551. doi: 10.7717/peerj.3551
**Supplement:** Data S8

MDA-MB-231 Parental

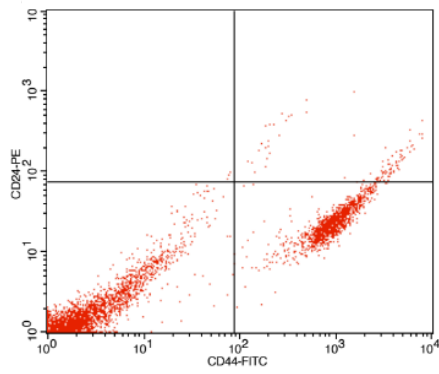

%Gated cell population
CD44+/CD24- = 27.21%

MDA-MB-231 Spheroid

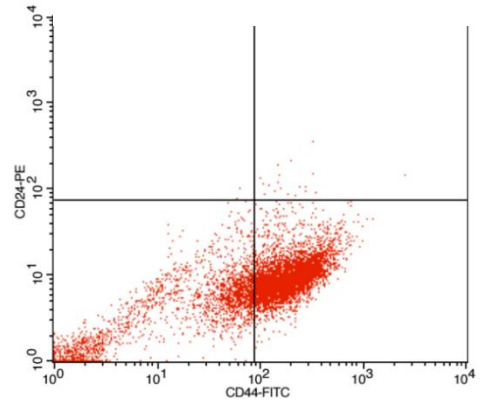

%Gated cell population
CD44+/CD24- = 68.63%

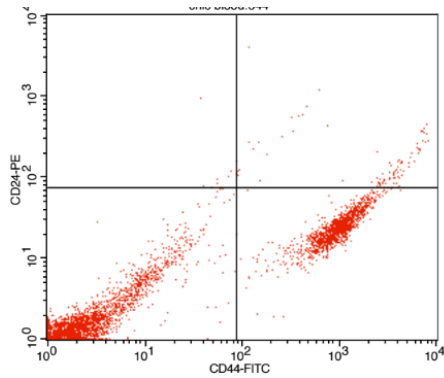

%Gated cell population
CD44+/CD24- = 28.96%

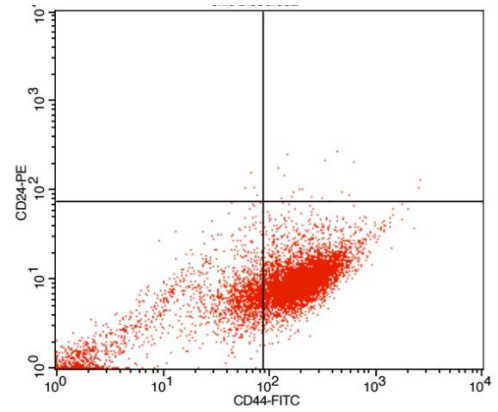

%Gated cell population
CD44+/CD24- = 72.90%

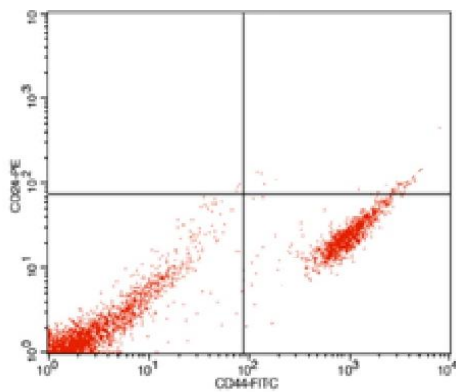

%Gated cell population
CD44+/CD24- = 25.66%

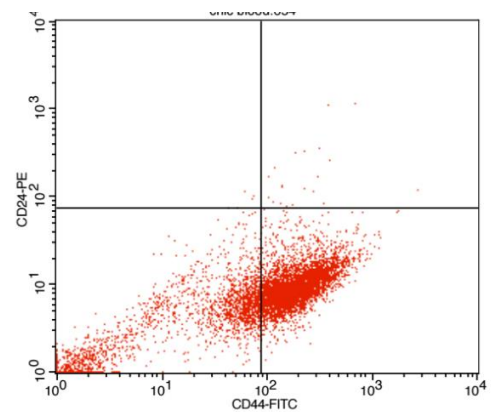

%Gated cell population
CD44+/CD24- = 69.72%

How the deposited data were processed for this re-analysis (not part of the article)

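Small RNA of MDA-MB-231 parental monolayer cells (3 samples) and of spheroid cells (3 samples) was sequenced by the authors. The deposited tables hold counts of reads for each mature miRNA sequence, 1 table per condition. Before depositing them, the authors trimmed the reads, removed those shorter than 17 or longer than 27 nucleotides, and annotated and counted them with CLC Genomics Workbench 7.0 against miRBase 19 and the noncoding RNA of Ensembl GRCh37 release 57. The counts are whole numbers with no normalization, and other columns of the same tables give the exact mature reads and the reads counted as unique to a mature sequence. The totals were 539798 reads for parental and 1553014 for spheroid cells, 2.88 times as many. The tables hold 0 columns of values per sample, so the test for samples with replicates that had been chosen for such columns was not used, nor could samples be left out.

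Mature sequences were matched between the tables by sequence. They were placed on GRCh37, 356 in an annotated stem-loop of their name (gene annotation of GENCODE release 44 mapped to GRCh37) and 70 by an exact match to the genome alone, while 11 could not be given an arm. For unannotated arms, the stem-loop was folded with RNAfold 2.7.2, a step that gave 259 of 267 annotated arms correctly. Reads were scaled to reads per 1000000 (rpm) of the table total. Folds, Kal's Z-test, Benjamini-Hochberg adjustment and exact binomial (Clopper-Pearson) 95% intervals were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. A miRNA was called at an adjusted p under 0.05 and a fold over 2, the thresholds of the paper's methods. Adjusted p-values compare the reads of the 2 tables and hold no variation between cultures. For a table with 0 reads the fold was computed against a floor of 3 reads, and none was computed where the other table was at or under 3 reads. These bounds, and ratios of 1 to 3 reads, enter the list medians.

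The miRNAs to name were fixed before the data were examined, when the values of the paper's own tables had been seen: every miRNA that the paper names for MDA-MB-231 cells in its results, discussion, Fig. 5 or Data S7; among called miRNAs with at least 100 reads, the 10 with the largest fold in each direction; the 5 most abundant of each table; and the members of fixed lists. The family and cluster lists were the DLK1-DIO3 cluster of 14q32, the miR-200 family with miR-205, the let-7 family, the miR-34 and miR-449 family, the miR-17-92 cluster with its paralogs, the miR-181 family, the miR-15 and miR-16 family, the miR-23, miR-27 and miR-24 clusters, the miR-30, miR-29 and miR-148 families, the miR-221 and miR-222 cluster, HOX cluster miRNAs, miR-210, miRNAs annotated on other noncoding RNA, and miRNAs abundant in MDA-MB-231 monolayers. The marker lists were endothelial, blood, muscle, fibroblast and mural cell, liver, neural, melanocytic, pluripotent cell and luminal breast epithelium. The median log2 fold of a list was set against 10000 random lists in which each member was replaced by one of the 21 sequences nearest in mean expression (seed 1).

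The paper's Data S5, Data S6, Data S7, Data S3 and sample sheet were read as supplementary files, and Fig. 5 was read for its names. For Data S5, the parental reads that each fold implies were computed from the deposited spheroid reads and 1 scale factor, which was found from the requirement that implied reads be whole numbers. As a control, the same search was run on 1000 sets of the folds shifted at random by up to 5%, and Kal's Z-test was computed on the implied reads of each stem-loop's sequences, both chosen after seeing the data. The total reads of Data S3 belong to a larger set of parental reads than the parental table. In them, miRBase reads are 65.5% of the parental but 14.5% of the spheroid total. Both points enter the single factor by which this scale, set as an alternative, moves every fold alike.

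The choices set before the data were examined, with their alternatives, were the scale (TMM factors from edgeR 4.0.16, median-of-ratios factors from DESeq2 1.42.0 in R 4.3.3, totals without the 5 most abundant miRNAs of each table, total reads of Data S3), exact mature reads, sums over the arms of a name, at least 10 or 50 reads, Fisher's exact test, edgeR's exact test with an assumed biological coefficient of variation of 0.2 or 0.4, unadjusted p, and the spheroid reads thinned to the parental depth. For the qRT-PCR miRNAs, scaling to miR-19a-3p and miR-200a-3p was also tried.

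The steps were tested on simulated counts drawn for the 437 listed sequences at the depths of these tables, with counting (Poisson) error alone. The simulation holds no variation between cultures, so its shares of calls and of intervals say nothing on such variation. Among sequences with at least 100 reads, 27 of 28 changed 3-fold, 26 of 26 changed 4-fold and 37 of 37 changed 8-fold were called. Among all sequences, 38 of 66, 39 of 55 and 62 of 79 were called, respectively, and 1 of 237 unchanged sequences was called. The intervals held the simulated fold for 96.1% of 412 sequences. The edgeR exact test at a coefficient of variation of 0.2 called 90 of 91 changed sequences with at least 100 reads, and at 0.4 it called 36 of 91.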

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

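Both comparisons in this part were chosen after the counts had been seen, and the values carry counting error only.

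Among the called miRNAs with at least 100 reads, 9 have names outside the copy of the paper's Data S5 read here, which holds 66 of its 69 miRNAs, so that up to 3 of them may stand in the remainder. Of the 9, 2 stayed called with an assumed coefficient of variation of 0.2 (miR-1307-5p and miR-125b-2-3p) and 5 with TMM factors (miR-1307-5p and the 4 higher ones; miR-31-3p stood at 0.524). Exact mature reads kept miR-1307-5p, miR-98-5p, miR-95-3p and miR-129-5p. Those with most reads are miR-1307-5p, with 1549 and 1803 reads and a fold of 0.405 (interval 0.378 to 0.433), and miR-98-5p of the let-7 family, with a fold of 0.496 (0.462 to 0.533). The other lower ones are miR-31-3p (fold 0.468), miR-95-3p (0.480) and miR-454-3p (0.484). The higher ones are miR-125b-2-3p (3.77), miR-874-3p (2.31), miR-129-5p (2.31) and miR-1343-3p (2.10). For miR-129-5p, which is made from mir-129-1 and mir-129-2, Data S5 lists mir-129-2, and its value fits the 3p arm.

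The paper does not analyse the share of reads that equal the annotated mature sequence, and this share differed between the tables by more than 10 percentage points beyond counting error for 9 of 72 miRNAs with at least 500 reads in each table. In spheroid minus parental cells the difference was -18.6 points for miR-17-5p, -15.0 for miR-196b-5p, -14.7 for miR-92b-3p, -12.8 for miR-93-5p, -12.3 for miR-378a-3p, -11.9 for miR-15a-5p, -11.5 for miR-27b-3p and -10.3 for let-7b-5p, and it was 10.7 points for miR-423-5p. Over the 72 miRNAs the median difference was -1.09 points, 44 were lower in spheroid cells, 19 were lower by more than 5 points and 4 were higher by more than 5 points. No explanation was tested.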

How the results depend on the processing

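The alternatives in this part were set before the data were examined. Of the 60 calls with table totals (21 higher, 39 lower), 51 were kept with TMM factors, 49 with median-of-ratios factors, 53 without the 5 most abundant miRNAs, 57 with at least 10 reads, 48 with at least 50 reads, 59 with Fisher's exact test, 60 at unadjusted p and 49 with the spheroid reads thinned; over these alternatives 20 to 29 miRNAs were higher and 28 to 43 lower. With the total reads of the paper's Data S3 as the scale, 140 were higher and 5 lower, and 26 of the 60 calls were kept; this scale moves every fold by the same factor, and it comes from a larger set of parental reads than the parental table, whose count is 9.77% of the miRBase reads of Data S3 against 97.5% for spheroid cells, so its losses are no evidence on any miRNA. Exact mature reads gave 24 lower among 311 sequences tested, and sums over the arms of a name gave 25 lower among 275 names, each with fewer items tested. An assumed biological coefficient of variation of 0.2 in edgeR's exact test left 13 higher and 8 lower, and one of 0.4 left 0 higher and 0 lower. At 0.4, the same test called 36 of 91 changed sequences with at least 100 reads in simulated counts. Beyond these points of construction, the cause was not tested.

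No call turned with TMM factors, median-of-ratios factors, totals without the 5 most abundant miRNAs or thinned reads. With Data S3 totals, 26 calls were lost and 8 turned, by the factor common to all folds: miR-15b-3p to a fold of 1.06, miR-24-3p to 1.04, let-7a-3p to 1.07, miR-31-3p to 1.03, miR-324-5p to 1.10, miR-454-3p to 1.07, miR-95-3p to 1.06 and miR-98-5p to 1.10. With exact mature reads, 31 of the 44 calls that gave a fold were kept, 11 were lost and 2 turned, miR-1260b to 0.371, from 1 read in each table, and let-7a-3p to 1.37. Of the medians of 23 lists, 20 stayed within their counting interval with TMM factors, 17 with median-of-ratios factors, 21 without the 5 most abundant miRNAs and 20 with at least 10 reads. Those that changed sign were the 14q32 cluster (all 4; from -0.02 to 2.11 with at least 10 reads, which leaves 3 of 8 sequences), the list of miRNAs abundant in MDA-MB-231 monolayers (3 scalings), the melanocytic list (TMM and median of ratios), the neural list (median of ratios), and the HOX and blood lists (at least 10 reads). By stem-loop name, the overlap with Data S5 was 38, 37 and 33 of 66 with TMM factors, median-of-ratios factors and Data S3 totals. This overlap was 27 with exact mature reads, and 18 and 0 with an assumed coefficient of variation of 0.2 and 0.4. Totals without the 5 most abundant miRNAs moved every log2 fold by 0.08.

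No paired analysis was possible because the tables hold 1 column of counts per condition; leave-one-out and a replicate block, listed among the alternatives in case of columns per sample, were not run. Depth limits the miRNAs with few reads: of 436 tested, 183 had at least 100 reads, and in simulated counts 38 of 66 sequences changed 3-fold were called over all depths against 27 of 28 with at least 100 reads.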

Differences from the paper's values

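The paper's count of up-regulated miRNAs is 33, and 21 were called higher here at the thresholds of the paper's methods, which name adjusted p-values. The p-values that Data S5 lists are those of Kal's Z-test without adjustment for 21 of 22 miRNAs. These are the miRNAs whose p is above 0 at its 4 decimals, tested on the parental reads that Data S5 implies. Of the alternatives set before the data were examined, the count came within 1.5 times of the paper's with TMM factors (28), median-of-ratios factors (29), totals without the 5 most abundant miRNAs (24), at least 10 reads (22), unadjusted p (23) and thinned spheroid reads (22), and it did not with Data S3 totals (140), exact mature reads (18), at least 50 reads (20), Fisher's exact test (21), sums over the arms of a name (15) or an assumed coefficient of variation of 0.2 (13) or 0.4 (0). The paper's counts of 69 miRNAs in all and 36 down-regulated ones stand beside 60 and 39 here. In Data S3 the paper gives 5523369 parental reads on miRBase, and the deposited parental table holds 539798; no alternative applies to this count.

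Of 66 folds of Data S5, 58 are within counting error or 1.5 times of those here and 8 differ. The values are signed folds, negative for lower in spheroid cells. The paper's fold is 33.8 for miR-127-3p against 4.33 here, 17.7 for miR-143-3p against 3.19, and 3.72 for miR-210-3p against 2.44. It is -2.57 for miR-6087 against 1.56, -2.81 for miR-93-3p against 1.27, -3.40 for miR-222, whose arm is open, against 1.40 for miR-222-3p, -3.45 for miR-1271-5p against -1.13 and -6.42 for miR-3613-5p against -2.66. For miR-210-3p the fold came within the limits under each of 6 alternatives (TMM, median of ratios, totals without the 5 most abundant miRNAs, Data S3 totals, exact mature reads, thinned spheroid reads). For the others it did so under none of those that gave a fold.

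In Data S7 the paper's qRT-PCR gives log2 folds, with an SD as the error, that were set against the log2 fold of the reads. The paper's value is -0.867 for miR-15b-5p against -0.44 here, -2.17 for miR-34a-5p against -1.42, -3.54 for miR-148a-5p against 0.35, and -5.13 for miR-628-5p against -0.20. It is -2.51 for miR-196b-5p against -1.28, -5.05 for miR-204-5p against -2.79, and 1.45 for miR-181a-5p against 2.21. None of these came within the error under TMM factors, median-of-ratios factors or scaling to the qRT-PCR's reference miRNAs. The direction was the same for 7 of the 8 miRNAs, though the intervals of miR-628-5p and miR-205-5p held both directions. The interval for miR-628-5p reaches from -1.45 to 1.19, so its lower bound of -1.45 lies above the paper's value. For miR-205-5p, with 1 and 5 reads, the interval holds the paper's value.

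In Data S5, 60 of 66 folds run in the paper's direction here. For miR-628, which the paper lists as lower, its p of 0.0207 fits miR-628-3p, whose fold here was 1.16 from 3 and 10 reads. For miR-181c, listed as higher, the arm was not settled: miR-181c-3p had a fold of 0.943 (interval 0.380 to 2.66) and miR-181c-5p one of 1.80. For miR-222 the arm is open too, since neither arm gives the paper's p of 0.0005, and miR-222-5p had a fold of 0.409. Counted by the sequences under the same stem-loop name, 28 miRNAs of Data S5 were not called here, or 26 when miR-129-5p and miR-24-3p, which are made from another stem-loop too, count for mir-129-2 and mir-24-1. Of the 28, miR-885 was called with TMM factors, median-of-ratios factors, totals without the 5 most abundant miRNAs and exact mature reads, and miR-129-2-3p with TMM and median-of-ratios factors. Unadjusted p called miR-211-5p, miR-200a-3p and miR-24-1, and thinned spheroid reads called miR-664b-3p. Data S3 totals, which belong to a larger set of parental reads than the table, called 13 of the 28 (miR-133a, miR-1246, miR-342 by its 3p arm, miR-211, miR-181c, miR-365b, miR-1291, both arms of miR-885, miR-664b, miR-129-2, miR-328 and miR-30d), and 18 of the 38 called here were not.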

Other observations

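The tests of explanations in this part were chosen after the results they measure had been seen. The miRNA lists were fixed before the data were examined, but when the folds of the paper's Data S5 had been seen.

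In each of the following family lists at most 2 sequences were called, although folds under the threshold lay beyond counting error for several abundant members. Of 18 measured sequences of the let-7 family, which restrains proliferation and stem cell programs, 2 were lower and none was higher (2 lower when adjusted over the list alone), namely miR-98-5p and let-7a-3p (fold 0.486); let-7f-5p had a fold of 0.648 (interval 0.634 to 0.662) and the median log2 fold was -0.37. In the miR-17-92 cluster and its paralogs, which promote proliferation, 1 of 19, miR-18a-5p, was lower and none was higher (1 lower when adjusted over the list alone); miR-92a-3p had a fold of 1.22, and the median log2 fold was -0.36. In the miR-15 and miR-16 family, 1 of 14, miR-15b-3p, was lower and none was higher (1 lower when adjusted over the list alone); miR-16-5p had a fold of 0.813. Of 11 sequences of the miR-23, miR-27 and miR-24 clusters, 1, miR-24-3p, was lower and none was higher (1 lower when adjusted over the list alone); miR-27a-3p had a fold of 0.552 (0.536 to 0.568). None of 11 sequences of the miR-30 family, of 7 of the miR-29 family and of 6 of the miR-148 family was called, also when adjusted over each list alone; miR-30d-5p had a fold of 1.68 (1.64 to 1.72) and miR-29a-3p one of 1.06 (1.01 to 1.12). Of 4 sequences of the miR-221 and miR-222 cluster, 1, miR-222-5p, was lower (fold 0.409) and none was higher (1 lower when adjusted over the list alone), and miR-221-3p had a fold of 0.921. Of 14 sequences of miRNAs abundant in MDA-MB-231 monolayers, 2 were lower, namely miR-222-5p and miR-100-3p (9 and 6 reads), and none was higher (2 lower when adjusted over the list alone); miR-22-3p had a fold of 0.925. Of the 7 sequences called in these lists, none stayed called with an assumed coefficient of variation of 0.2, and 3 did with TMM factors (miR-18a-5p, miR-222-5p and miR-100-3p); let-7a-3p turned to a fold of 1.37 with exact mature reads (10 and 37). The let-7 family and the miR-17-92 cluster with its paralogs kept a median below 0 with TMM factors (-0.21 and -0.20) and median-of-ratios factors (-0.17 and -0.16).

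Among markers of other cell types, neural miR-129-5p was higher and none was lower of 6 sequences (1 higher when adjusted over the list alone), while miR-9-5p had a fold of 0.556 (interval 0.522 to 0.593). None of 5 sequences of the blood markers was called, also when adjusted over the list alone; miR-486-5p, with 9450 and 34829 reads, had a fold of 1.28 (1.25 to 1.31). The only muscle marker with reads, miR-133a-3p, and the liver marker miR-122, with 0 and 2 reads, were not called, also when adjusted over each list alone. No sequence of the 8 pluripotent cell markers, the miR-302 and miR-371 clusters, had a read in either table; a count of 0 allows up to 3 reads, or 1.93 rpm in spheroid cells. Of 2 luminal markers, miR-190b was lower and none was higher (1 lower when adjusted over the list alone), and miR-375-3p, with 25 and 70 reads, had a fold of 0.973.

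The paper's sample sheet lists 10 sequencing files per condition, with 22096678 reads over the 3 parental and 26517408 reads over the 3 spheroid samples. Parental replicates 2 and 3 share a library with 18989485 reads in 6 files, and spheroid replicates 2 and 3 share a library with 18114207 reads in 6 files. The most abundant counts that the paper gives in Data S3, 108885 for parental and 277306 for spheroid cells, are those of miR-21-5p and miR-10a-5p in the deposited tables. In Data S3 the paper's miRBase reads are 65.5% of the parental and 14.5% of the spheroid total reads.

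The parental reads behind the paper's Data S5 are not those of the deposited parental table. From the deposited spheroid reads, 1 scale factor was found by the search for whole parental reads on 26 miRNAs. It left a mean distance of 0.0167 of a read. On the grid of the control, the best mean distance was 0.0133 for the paper's folds, against at least 0.0936 for 1000 sets of folds shifted at random. The scale factor implies a parental total 9.95 times that of the table. Without adjustment, Kal's Z-test on the implied reads gives the paper's p for 21 of 22 miRNAs whose p is above 0 at its 4 decimals. The parental table being a random part of those reads is excluded, since 17 of 66 miRNAs (16 without miR-222, whose arm is open) lie outside binomial counting error. As a hypothesis, Data S5 may rest on the parental reads that Data S3 counts: the implied total is 97.2% of the miRBase reads of Data S3, beside 97.5% for the spheroid table. These may include a further parental library, since the total reads of Data S3 are 2.71 times the 3107193 reads listed for files with that index; no biological explanation was tested.

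miR-143-3p, miR-127-3p and both arms of miR-126 had more reads in spheroid cells. Their calls did not need the greater spheroid depth, since 4 of 4 stayed called in a single draw of spheroid reads thinned to the parental depth. The folds are scaled to the totals already, so thinning could hardly move them. It also left the low parental reads as they were, 1 for miR-126-3p and 11 for miR-127-3p, so it does not decide on low counts. Low parental reads by variation between parental cultures cannot be told apart from a change with spheroid culture: over the parental reads behind Data S5 the smallest fold of the 4 was 3.43, but the paper listed these miRNAs by their folds over those reads, so that this decides nothing. The parental levels implied by Data S5 and those of the parental table were 16 and 88.9 rpm for miR-143-3p, 2.61 and 20.4 rpm for miR-127-3p, 67.8 and 61.1 rpm for miR-126-5p and 4.47 and 1.85 rpm for miR-126-3p, all below the spheroid levels of 284, 88.2, 232 and 31.6 rpm. RNA from fibroblasts or mural cells cannot be told apart by these reads from a change within the cells. miR-145, made from the same transcript as miR-143, had 1 and 4 reads and a fold of 1.39 (interval 0.138 to 68.5). miR-143-3p, the marker with most reads, stood at 284 rpm in spheroid cells. Fig. 5 of the paper lists miR-143 and miR-145. The paper describes cultures of a purchased cell line, names no fibroblasts or mural cells in them, and describes no sort for the RNA samples. A biological change with spheroid culture stays open and untested.

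More miRNAs were called lower than higher, and a few abundant miRNAs taking reads from the others cannot be excluded. The share of lower calls was 65% with table totals, and 57.1%, 51.7% and 49.1% with totals without the 5 most abundant miRNAs, TMM factors and median-of-ratios factors. The last 2 centre the folds by construction, and the values lie on both sides of an even split, which keeps the question open. A biological change with spheroid culture stays open and untested as well.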
